# Selective and competitive functions of the AAR and UPR pathways in stress-induced angiogenesis

**DOI:** 10.1038/s41421-021-00332-8

**Published:** 2021-10-26

**Authors:** Fan Zhang, Qi-Yu Zeng, Hao Xu, Ai-Ning Xu, Dian-Jia Liu, Ning-Zhe Li, Yi Chen, Yi Jin, Chun-Hui Xu, Chang-Zhou Feng, Yuan-Liang Zhang, Dan Liu, Na Liu, Yin-Yin Xie, Shan-He Yu, Hao Yuan, Kai Xue, Jing-Yi Shi, Ting Xi Liu, Peng-Fei Xu, Wei-Li Zhao, Yi Zhou, Lan Wang, Qiu-Hua Huang, Zhu Chen, Sai-Juan Chen, Xiao-Long Zhou, Xiao-Jian Sun

**Keywords:** Stress signalling, tRNAs, Bioinformatics

## Abstract

The amino acid response (AAR) and unfolded protein response (UPR) pathways converge on eIF2α phosphorylation, which is catalyzed by Gcn2 and Perk, respectively, under different stresses. This close interconnection makes it difficult to specify different functions of AAR and UPR. Here, we generated a zebrafish model in which loss of threonyl-tRNA synthetase (Tars) induces angiogenesis dependent on Tars aminoacylation activity. Comparative transcriptome analysis of the *tars*-mutant and wild-type embryos with/without Gcn2- or Perk-inhibition reveals that only Gcn2-mediated AAR is activated in the *tars*-mutants, whereas Perk functions predominantly in normal development. Mechanistic analysis shows that, while a considerable amount of eIF2α is normally phosphorylated by Perk, the loss of Tars causes an accumulation of uncharged tRNA^Thr^, which in turn activates Gcn2, leading to phosphorylation of an extra amount of eIF2α. The partial switchover of kinases for eIF2α largely overwhelms the functions of Perk in normal development. Interestingly, although inhibition of Gcn2 and Perk in this stress condition both can reduce the eIF2α phosphorylation levels, their functional consequences in the regulation of target genes and in the rescue of the angiogenic phenotypes are dramatically different. Indeed, genetic and pharmacological manipulations of these pathways validate that the Gcn2-mediated AAR, but not the Perk-mediated UPR, is required for *tars*-deficiency induced angiogenesis. Thus, the interconnected AAR and UPR pathways differentially regulate angiogenesis through selective functions and mutual competitions, reflecting the specificity and efficiency of multiple stress response pathways that evolve integrally to enable an organism to sense/respond precisely to various types of stresses.

## Introduction

Stress-induced angiogenesis contributes enormously to both normal development and pathogenesis of various diseases including cancer, metabolic, and cardiovascular disorders^1^. Among many stress response pathways implicated in the regulation of angiogenesis, the amino acid response (AAR)^2^ and unfolded protein response (UPR) pathways^3,4^ are closely interconnected, as they converge on the common target, eukaryotic initiation factor 2 subunit α (eIF2α), the key regulator of protein translation^5,6^. Two kinases, general control nonderepressible 2 (Gcn2; also known as Eif2ak4)^7–9^ and protein kinase R-like endoplasmic reticulum (ER) kinase (Perk; also known as Eif2ak3)^10,11^, are responsible for transducing signals from AAR and UPR, respectively, to cause eIF2α phosphorylation. Furthermore, eIF2α can also be phosphorylated by a heme-regulated translational inhibitor (Hri; also known as Eif2ak1)^12,13^ and protein kinase RNA-activated (Pkr; also known as Eif2ak2)^14,15^, which respectively respond to the heme deprivation and viral infection stresses, adding dimensions of complexity to these regulatory mechanisms. All these stress response pathways have been referred to as the integrated stress response^16,17^. While it is possible that the cells/organisms can respond differentially to the diverse stresses, for example, by distinguishing which phosphorylated eIF2α is catalyzed by which kinase, clear evidence for this specificity remains to be seen. Thus, even though numerous insightful studies have been conducted, such a close interconnection between AAR and UPR makes it difficult to clearly distinguish their different contributions in angiogenesis.

As a major translation regulatory mechanism, the stress-induced eIF2α phosphorylation leads to reduced global translation initiation coincident with the preferential translation of the transcription factor activating transcription factor 4 (ATF4)^5,6^. The phosphorylation of eIF2α prevents regeneration of the active form of the eIF2 complex, which controls translation initiation, and thereby inhibits global translation on one hand. On the other hand, the limited availability of functional eIF2 complex facilitates the selective translation of ATF4 through a ribosome re-initiation mechanism coordinated by two upstream open reading frames (uORFs) of the *ATF4* mRNA^18^. The upregulated ATF4 plays important role in both AAR and UPR by transcriptional regulation of a large number of target genes that are associated with various physiological and pathological functions including angiogenesis^19,20^.

The AAR and UPR pathways are evolved to sense and respond to two different types of stresses, namely amino acid starvation as nutritional stress and unfolded proteins as a cellular endogenous stress, respectively^21,22^. Therefore, although AAR and UPR share the common targets eIF2α and the downstream translation regulatory machinery, they must also exert unique functions possibly through both overlapping and divergent mechanisms, which could be reflected by their differentially regulated target genes^22^. Indeed, a previous study using an in situ perfused mouse liver model has identified some differentially regulated genes by Gcn2 and Perk^23^, thus implying the possibility of distinguishing AAR and UPR initially by comparing gene expression profiles. Nevertheless, a systematic comparative study of AAR and UPR in a biological process such as angiogenesis is lacking.

In this study, we generated a zebrafish angiogenic model harboring a loss-of-function mutation of the *threonyl-tRNA synthetase* (*tars*) gene. Tars belongs to a family of evolutionarily conserved enzymes, aminoacyl-tRNA synthetases (aaRSs), which control the first step of protein translation through coupling specific amino acids with their cognate tRNAs^24,25^. Notably, several aaRSs have been implicated in the regulation of angiogenesis, and some relevant phenotypes have been attributed to activation of UPR^4,26^ or explained by noncanonical functions that are probably associated with the splice variants of some aaRSs^27,28^. However, the precise mechanism remains elusive, and it is unclear whether AAR, which can be activated by uncharged tRNAs^29,30^ and stalled ribosomes^31,32^, is also activated and, if so, whether both AAR and UPR are required and to what extent each of them contributes to this process. To compare the role of AAR and UPR in *tars*-deficiency-induced angiogenesis, we designed an approach combining comparative gene expression profiling and quantitative phenotype analysis of zebrafish embryos with different genotypes and under specific treatments. These studies allowed us to identify the different roles of AAR and UPR in stress-induced angiogenesis.

## Results

### Angiogenic phenotypes of the *tars* mutants and requirement of Tars aminoacylation activity

A zebrafish recessive mutant line with angiogenic phenotypes was generated in our *N*-ethyl-*N*-nitrosourea (ENU) screening project as described previously^33,34^. Whole-exosome sequencing of the family of this line identified that its *tars* gene carries a C-to-A mutation that produces a stop codon (TAA) after the residue serine 151 (S151*; Fig. 1a). Ectopic expression of the *tars* mutant cDNA fused with a Flag-tag at the N-terminus showed that it only encoded a truncated protein (Supplementary Fig. S1). This Tars mutant protein should be nonfunctional because its major domains responsible for tRNA-binding (second additional domain; SAD), catalytic activity (core domain), and anticodon recognition (anticodon domain) are all deleted (Fig. 1b). This *tars* mutant line was crossed with the Tg(*flk1:EGFP*) transgenic line^35^ to visualize blood vessels in vivo. Although the *tars* S151* homozygous mutation made *tars*^−/−^ zebrafish lethal at around 6 days-post-fertilization (dpf), the angiogenic phenotypes of the *tars*^−/−^ embryos were evident after 48 hours-post-fertilization (hpf), as their intersomitic vessels (ISVs) exhibited frequent ectopic branching, especially in the dorsal portion (Fig. 1c), suggesting a defect in vascular patterning^36^. Quantification of the frequency of the ectopic branch points per ISV^37^ showed a statistically significant difference between the *tars*^−/−^ and the sibling embryos (Fig. 1d). Abnormal branches were also clearly observed in the hindbrain capillaries (Fig. 1e), suggesting that the whole body rather than specific organs/tissues contained the angiogenic defect. These angiogenic phenotypes were faithfully recapitulated by a morpholino-mediated knockdown of Tars (*tars* MO) in the wild-type (WT) embryos (Fig. 1f, g).

**Fig. 1:**
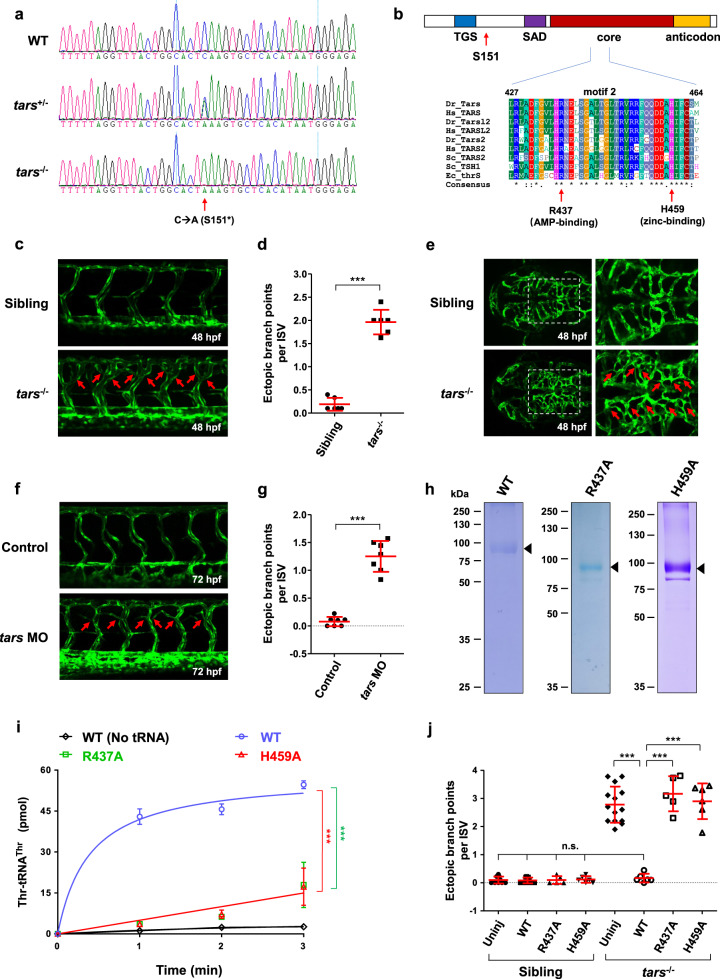
Angiogenic phenotypes of the *tars* mutants and the requirement of Tars aminoacylation activity. **a** Sequencing results of the wild-type (WT) and the *tars* mutated heterozygous (*tars*^+/−^) and homozygous (*tars*^−/−^) zebrafish embryos. The arrow denotes the C-to-A nonsense mutation that generates a premature stop codon after serine 151 (S151*). **b** Domain architecture of the Tars protein, showing the position of serine 151 (S151; arrow), where the mutation-introduced stop codon predicts a deletion of the downstream SAD, core, and anticodon domains. Also shown is the alignment of the amino acid sequences of a signature motif (motif 2) within the core domain. Two evolutionarily conserved residues, R437 and H459, which are required for the aminoacylation activity and are directly involved in AMP and zinc binding, respectively, were chosen for functional studies. The alignment includes Tars and its homologs (i.e., Tars2 and Tarsl2, etc.) from humans (*Hs*, *Homo sapiens*), zebrafish (*Dr, Danio rerio*), yeast (*Sc*, *Saccharomyces cerevisiae*), and enterobacterial (*Ec*, *Escherichia coli*). **c** Confocal microscopy images of EGFP-labeled blood vessels in the trunk of the WT and *tars*^−/^^−^ zebrafish embryos at 48 hpf. **d** Quantification and statistical analysis of the ectopic branch points per ISV of the *tars*^−/^^−^ and sibling embryos. **e** An abnormal increase of branches in the hindbrain capillaries of the *tars*^−/^^−^ embryos compared with the siblings. Magnified views of the dashed boxed regions are shown on the right. **f** Increased branch points in the ISVs caused by *tars* MO in WT embryos. In panels **c**, **e**, **f**, the arrows denote ectopic branch points of the vessels. **g** Quantification and statistical analysis of the ectopic branch points per ISV of the control and Tars knockdown embryos. **h** Coomassie blue staining of WT and mutant zebrafish Tars proteins, which were purified with His-tag from *E. coli*. **i** Aminoacylation activity assays with the purified proteins, showing the nearly abolished enzymatic activities of the R437A and H459A mutants compared with the WT Tars protein. **j** Rescue of the *tars*^−/^^−^ angiogenic phenotype by injection of the WT, but not the inactivation mutant, *tars* mRNAs. Note that, for the *tars*^−/^^−^ embryos, injection of the WT *tars* mRNA, but not the R437A or H459A mutant mRNA, significantly reduced the ectopic branch points per ISV compared with the uninjected *tars*^−/^^−^ embryos (uninj). In contrast, for the WT embryos, injection of these WT, R437A, and H459A mRNAs showed no effect on the ISVs compared to the uninjected controls. Also, note that the phenotypic rescue by the WT *tars* mRNA was almost complete because quantification of the branch points of the injected embryos showed no difference compared with the WT embryos. In panels **d**, **g**, **i**, **j**, data are presented as means ± SD; two-tailed *t-*test; ***P < 0.001; n.s., not significant.

To determine whether the aminoacylation activity of Tars is critical for this function, we generated alanine-mutations in either of two evolutionarily conserved residues in the aminoacylation activity site, namely arginine 437 (R437) and histidine 459 (H459) (Fig. 1b), which mediate the adenosine monophosphate (AMP) and zinc binding, respectively^38^. In vitro aminoacylation activity assays with the purified WT and mutant Tars proteins (Fig. 1h) showed that the R437A and H459A mutations nearly abolished the aminoacylation activity of Tars (Fig. 1i). Phenotypic rescue experiments by injection of the WT or mutant *tars* mRNAs into the *tars*^−/^^−^ embryos showed that, while the mutant angiogenic phenotypes were completely suppressed by the WT Tars, the R437A and H459A mutants could not rescue these phenotypes (Fig. 1j). Thus, these results indicate that the function of Tars in regulating angiogenesis is dependent on its aminoacylation activity.

### Comparative transcriptome profiles reveal that the Gcn2-mediated AAR, but not the Perk-mediated UPR, is activated in the *tars* mutant embryos

The *tars* mutant zebrafish provides an ideal in vivo model for dissecting the regulatory mechanism of the stress-induced angiogenesis because of its advantages including (i) direct visualization and quantification of the angiogenic phenotypes, (ii) easy application of genetic and pharmacological manipulations of the AAR and UPR pathways, and (iii) plenty of material for gene expression and proteomic analysis. We therefore designed an approach to compare the AAR and UPR pathways in the same experimental system by combining comparative transcriptome profiling and quantitative phenotype analysis of the zebrafish embryos in both normal and stress conditions (Fig. 2a). To this end, we first performed RNA-seq analyses of the *tars*^−/−^ and sibling embryos, as well as those with knockdown of either Gcn2 or Perk by morpholinos in both genotypes. 

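RNA from zebrafish embryos at 36 hpf was sequenced with 1 library for each of 6 conditions. These were sibling and *tars*-/- embryos, each as a control, with *gcn2* MO or with *perk* MO, where a morpholino is an antisense oligonucleotide used to lower the amount of a protein. The paper's text does not name the number of embryos pooled per library or whether the control embryos of this experiment were injected. According to the methods, the libraries were sequenced on a Hiseq4000 platform, the reads were aligned to GRCz10 with Hisat2 (version 2.0.5), and the reads on each gene of the matching Ensembl annotation were counted with HTSeq (version 0.9.1). The authors deposited, for each library, the unnormalized read count of 34326 genes, the gene lengths and the FPKM. The deposited FPKM equalled the count divided by gene length and library total, with a relative deviation of at most 5e-06. The files list genes by Ensembl identifier and symbol and give no positions. Between 29949451 and 47516784 reads per library were counted on genes, with a median of 35418488. Counts were scaled by the library total to CPM, a unit in which every library has the same total, and 0.5 CPM was added before log2 ratios were taken. The 19194 genes with a mean of at least 1 CPM over the 6 libraries were analysed. There were no replicates, so no difference between 2 libraries could be held against the spread between embryos of the same condition. The 95% intervals of ratios between 2 libraries are exact Clopper-Pearson intervals of the counts given the totals, and they cover counting error only. *tars* (ENSDARG00000013250) was at 71.6 CPM in the sibling control, 68.1 CPM in siblings with *gcn2* MO and 95.9 CPM in siblings with *perk* MO. In *tars*-/- embryos it was at 37.3 CPM in the control, 21.3 CPM with *gcn2* MO and 33.9 CPM with *perk* MO. The ratio of *tars*-/- control to sibling control was 0.522 (95% interval 0.488 to 0.557). *eif2ak3*, which codes for Perk, was at 37.5 CPM in siblings with *perk* MO against 45.0 CPM in their control, and at 46.9 CPM in *tars*-/- with *perk* MO against 39.4 CPM. These mRNA levels do not measure the knockdown, since a morpholino can lower a protein without lowering its mRNA. The gene coding for Gcn2 was not matched in the files and is not analysed here.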

Notably, the functional effects of these morpholinos were validated based on similar phenotypes and molecular features between the morpholino-injected embryos and the genetic knockout lines (see below). All the morpholinos used in this study were also either verified by the GFP-fusion reporter assay^39^ (Supplementary Fig. S2) or reported in previously published studies^4,34,40^. We found that the AAR-associated genes were dramatically activated in the *tars*^−/^^−^ embryos (Fig. 2b; Supplementary Table S1). In contrast, the majority of genes associated with the three UPR sub-pathways (i.e., the Perk-, Ire1-, and Atf6-mediated UPR pathways)^3^ remained inactive, except for very few genes (e.g., *atf3*, *atf4a*/*b*, *ddit3*, *asns*, *eif2s1*, and *igfbp1*) that are known to be shared between AAR and UPR^41–43^ (Fig. 2c–e; Supplementary Tables S2–S4). These results suggest that AAR, but not UPR, is activated in the *tars*^−/^^−^ embryos. 

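Supplementary Table S1 was not at hand, so an AAR list of 43 genes was written from general knowledge of the pathway, after the heatmaps of Fig. 2 had been seen. The 42 listed genes that passed the abundance minimum had a median log2 ratio of *tars*-/- control to sibling control of 1.48. Its 95% binomial interval over the genes ran from 0.89 to 1.80, where genes are not independent replicates. This median lay above those of 10000 random lists of the same size, matched on mean abundance in 20 bins, whose central 95% ran from −0.17 to −0.02. Of the 42 genes, 38 were higher in *tars*-/- and 26 were at least 2-fold higher, while 0 were 2-fold lower. The log2 ratios ranged from −0.32 for *got1* to 3.68 for *stc2a* (ENSDARG00000056680). The 20 genes of the list that neither the text nor Fig. 2 names had a median of 1.26 (0.32 to 1.61). The alternative that moved the median of the whole list most was a pseudocount of 2 CPM, under which it was 1.36. The median log2 ratio of all genes was −0.11, a shift from the scaling by library totals that edgeR's TMM factors removed (0.005), and under TMM the AAR median was 1.60. Among genes with a mean of at least 5 CPM that differed in the same direction in the control, *gcn2* MO and *perk* MO pairs, the 5 largest rises were in *arg2*, *stc2a*, *mdp1*, *bcat1* and *igfbp1a*. *arg2* was 25.8-fold higher in *tars*-/- control than in sibling control (95% interval 21.4 to 31.5), *stc2a* 13.3-fold (12.1 to 14.7), *mdp1* 13.0-fold (11.0 to 15.6), *bcat1* 11.5-fold (10.1 to 13.1) and *igfbp1a* 10.6-fold (9.95 to 11.3). The 5 largest falls were to 0.176 of the sibling level for *gsdf* (0.141 to 0.216), 0.217 for *crygm2d16* (0.179 to 0.262), 0.271 for *zgc:65851* (0.217 to 0.336), 0.362 for *crygm2d15* (0.337 to 0.389) and 0.369 for *crygm2d2* (0.340 to 0.399). All 5 of these genes were also lower in both injected sibling libraries than in the sibling control. *gsdf* was at 16.7 CPM in the sibling control, 4.86 CPM in siblings with *gcn2* MO and 3.64 CPM in siblings with *perk* MO. With *perk* MO in both genotypes, its ratio of *tars*-/- to siblings was 0.971 (0.759 to 1.25). The sizes of these falls therefore rest on the 1 sibling control library. In total 322 genes were at least 2-fold apart between the 2 control libraries, 213 of them higher in *tars*-/-, and with a threshold of 1.5-fold the number was 1614. The genotype effect averaged over the 3 injection states was tested with 3 libraries per genotype, and any genotype effect that a morpholino changes counts there as residual spread. With edgeR's quasi-likelihood test, 0 genes passed a Benjamini-Hochberg adjusted p of 0.05, 669 had an unadjusted p under 0.05, and DESeq2 gave 191 genes, 173 of them higher in *tars*-/-. The edgeR count rose to 285 without the *gcn2* MO pair and to 133 without the *perk* MO pair. Of the AAR list, 35 of 42 genes passed when adjusted over the list alone, and 0 passed when adjusted over all genes. Genes shown in Fig. 2 are in the list, and of the 20 genes that neither the text nor Fig. 2 names, 14 passed when adjusted over the list alone and 0 when adjusted over all genes.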

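The UPR lists were written in the same way, since Supplementary Tables S2–S4 were not at hand, and the genes that the text names as shared with AAR were first left out. In *tars*-/- control against sibling control, the 26 Perk-associated genes had a median log2 ratio of −0.08 (95% interval over genes −0.17 to 0.08), at percentile 65.85 of the matched random lists. Of these, 2 were at least 2-fold higher, with *cebpg* highest at a log2 ratio of 1.80, and their mean was 0.10, of opposite sign to the median. *cebpg* is also in the AAR list, since only the shared genes that the text names were left out. The 54 Ire1-associated genes had a median of −0.15 (−0.21 to −0.09) at percentile 7.56, and 0 of them differed 2-fold, with *xbp1* highest at 0.98. The 13 Atf6-associated genes had a median of −0.12 (−0.44 to −0.01) at percentile 35.3, with 0 differing 2-fold. These medians lie near that of all genes, and under TMM they were 0.04, −0.04 and −0.003. With the shared genes included, 7 of 34 genes of the Perk list were 2-fold higher, with a median of −0.002 at percentile 98.28, and the median of the 16 genes of the Atf6 list was −0.09 at percentile 52.03, while the Ire1 list held none of them. The 9 genes matching the shared names, with both copies of duplicated genes, had the ratio of *atf4b* as their median, and 5 of them were at least 2-fold higher. *atf3* (ENSDARG00000007823) was 5.79-fold higher (5.26 to 6.39), *asns* (ENSDARG00000016375) 4.37-fold (4.16 to 4.59), *ddit3* 3.35-fold (3.09 to 3.64), *atf4b* 2.46-fold (2.41 to 2.52) and *atf4a* 1.67-fold (1.64 to 1.70). *igfbp1b* was not raised, with a log2 ratio of −0.18.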

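The medians of the same lists were taken after knockdown in the *tars*-/- embryos. With *gcn2* MO, the AAR median log2 ratio to the *tars*-/- control was −0.97 (95% interval over genes −1.33 to −0.37), below those of the 10000 random lists, and 21 of 42 genes fell at least 2-fold. With *perk* MO it was −0.02 (−0.17 to 0.21), at percentile 11.02, and 0 genes differed 2-fold. With *gcn2* MO the UPR medians were 0.02 for the Perk list, 0.01 for the Ire1 list and −0.23 for the Atf6 list, the last at percentile 0.82 with an interval of −0.41 to 0.08. With *perk* MO they were −0.01, 0.06 and 0.09. Both comparisons share the *tars*-/- control library with the comparison that showed the rise, and chance errors of that library alone would make raised genes appear to fall. The 213 genes at least 2-fold higher in *tars*-/- control than in sibling control were therefore also compared with 100 simulations in which the morpholino had no effect, with genes selected anew in each (a median of 243 genes). With *gcn2* MO their median log2 ratio to the *tars*-/- control was −0.83 (−0.94 to −0.71) and 181 of them were lower, against a simulated median of −0.03. The simulated spread was taken from the closest pair of libraries, so it is a low estimate. With *perk* MO the median was 0.21 (0.16 to 0.25). In pairs that share no library with the control pair, the 213 genes were still higher in *tars*-/- than in siblings by a median log2 ratio of 0.70 (0.60 to 0.80) when both had *gcn2* MO and 1.33 (1.15 to 1.49) when both had *perk* MO. At least 2-fold differences remained for 68 and 139 of these genes. Selecting genes raised 4-fold moved these medians most, to 1.09 and 2.60. Relative to the *tars*-/- control, *gcn2* MO lowered *igfbp1a* to 0.235 of its level (0.224 to 0.247), *atf3* to 0.347 (0.321 to 0.376) and *asns* to 0.396 (0.379 to 0.413). *ddit3* was at 0.898 (0.845 to 0.954), and *atf4b* was at 1.06 (1.05 to 1.08), a rise that TMM scaling turned into a log2 ratio of −0.02. With *perk* MO, *atf3* was at 0.692 (0.655 to 0.732), *ddit3* at 0.712 (0.671 to 0.754) and *asns* was higher, with the *tars*-/- control at 0.749 (0.728 to 0.770) of its level with *perk* MO.

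**Figure D1:**
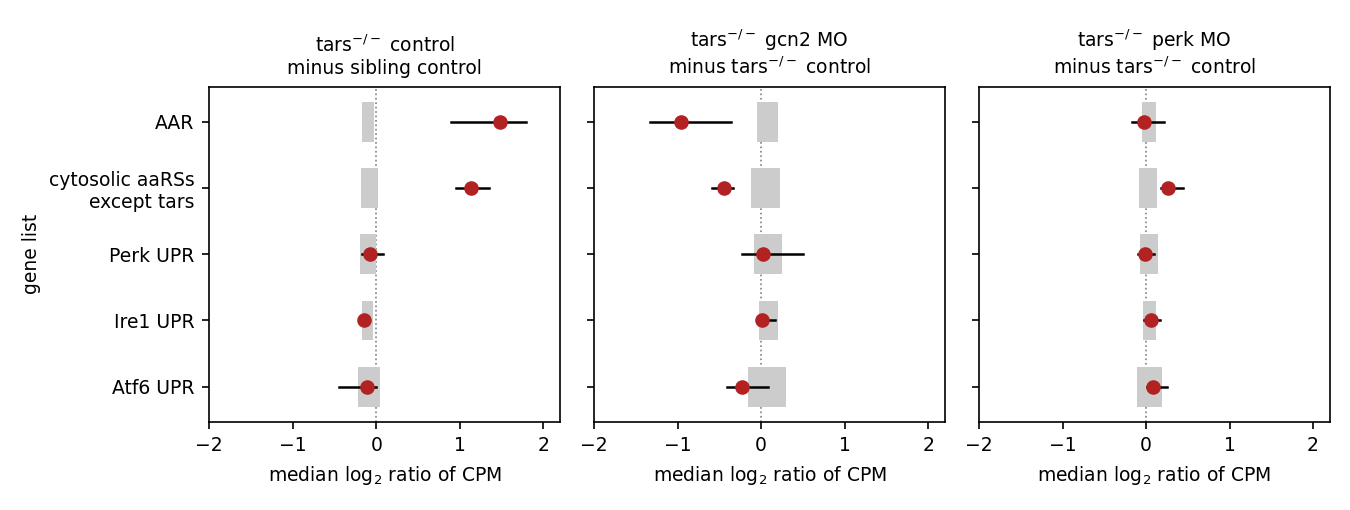
Median log2 ratio of CPM for 5 gene lists in *tars*-/- control minus sibling control, *tars*-/- with *gcn2* MO minus *tars*-/- control, and *tars*-/- with *perk* MO minus *tars*-/- control. Points are medians, lines their 95% binomial intervals over genes, and grey bands the central 95% of 10000 matched random lists. The AAR point lies at 1.48 in the left panel and at −0.97 in the middle one.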

In support of this notion, knockdown of the AAR-associated kinase Gcn2 in *tars*^−/^^−^ largely repressed the activated genes, whereas the Perk knockdown showed very little effect (Fig. 2b–e). 

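PCA was run on the gene-centred log2 CPM of the 127 genes in the union of the AAR and UPR lists. PC1 took 80.6% of the variance (95% of 500 gene resamplings from 73.1% to 85.6%). On PC1, where the *tars*-/- control is placed at 0% and the sibling control at 100%, the *tars*-/- library with *gcn2* MO lay at 68.9% (57.3% to 78.9%) and the one with *perk* MO at −1.3% (−7.54% to 5.37%). With genes scaled to unit variance, these positions were 95.1% and 7.69%. The positions changed most when all 19194 genes were used, since both controls then had almost the same PC1 score, 31.83 and 31.23. On that axis the *tars*-/- library with *gcn2* MO scored −36.66.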

Principal component analysis (PCA) of gene expression results also showed that knockdown of Gcn2, but not Perk, almost reversed the PC1 score of *tars*^−/^^−^ back to that of the siblings (Fig. 2f), reflecting a rescue of a large portion of gene expression variances. Furthermore, overall gene set enrichment analysis (GSEA) of the RNA-seq data and RT-qPCR validations of representative genes indicated that the upregulated genes in *tars*^−/^^−^ were extremely enriched in the genes associated with AAR and tRNA aminoacylation and that this enrichment was largely reversed by knockdown of Gcn2, but not Perk (Fig. 2g, h). 

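The enrichment analysis was not repeated here, and the lists were compared by their medians instead. RT-qPCR is not analysed here. All 20 cytosolic aminoacyl-tRNA synthetase genes other than *tars* were higher in *tars*-/- control than in sibling control, and 13 were at least 2-fold higher. Their median log2 ratio was 1.13 (95% interval over genes 0.95 to 1.35), above the 10000 random lists, with *nars* highest at 2.22 and *tarsl2* lowest at 0.03. Relative to the *tars*-/- control, the median was −0.45 (−0.59 to −0.34) with *gcn2* MO and 0.26 (0.18 to 0.45) with *perk* MO, the latter at percentile 99.99. The 15 mitochondrial synthetase genes that were matched had a median of −0.10 between the controls, at percentile 60.88, and *tars2* was not matched and is not analysed here. Among the genes of Fig. 2h, *vegfaa* was 3.83-fold higher in *tars*-/- control than in sibling control (3.45 to 4.25), *cars* 2.24-fold (2.11 to 2.38) and *sars* 1.79-fold (1.73 to 1.85). *mars* in the sibling control was at 0.393 (0.370 to 0.417) of its level in the *tars*-/- control. With *gcn2* MO, *vegfaa* was at 0.442 of the *tars*-/- control (0.403 to 0.485), *sars* at 0.569 (0.548 to 0.590), *cars* at 0.603 (0.568 to 0.639), *mars* at 0.745 (0.708 to 0.785) and *atf4a* at 0.820 (0.806 to 0.834). From the rise of AAR genes beside largely unchanged UPR genes, the paper proposes that AAR, but not UPR, is activated in *tars*-/- embryos. The paper takes the fall of the activated genes after knockdown of Gcn2, with little effect of the Perk knockdown, as further evidence for this.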

The observation that several of the upregulated genes in *tars*^−/^^−^ were reversed incompletely to the basal level by Gcn2 knockdown (Fig. 2b, c, e, h) may reflect partial induction of other eIF2α phosphorylation-independent (e.g., p53) pathways, which may also regulate some of these genes^44–46^. In support of this possibility, our results showed that some p53 target genes such as *cdkn1a* and *gadd45aa/b* were upregulated in the Gcn2 knockdown *tars*^−/^^−^, as well as the Perk knockdown normal embryos (Fig. 2b).

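*cdkn1a* (ENSDARG00000076554) was at 2.65 CPM in the sibling control, 10.8 CPM in siblings with *gcn2* MO and 69.5 CPM in siblings with *perk* MO. In *tars*-/- embryos it was at 7.56 CPM in the control, 68.3 CPM with *gcn2* MO and 16.6 CPM with *perk* MO. These are rises over the control of the same genotype of 9.04-fold in *tars*-/- with *gcn2* MO (7.96 to 10.3) and 26.2-fold in siblings with *perk* MO (21.5 to 32.1). *gadd45aa* was at 3.67, 5.46 and 12.3 CPM in the sibling control, *gcn2* MO and *perk* MO libraries and at 4.63, 12.3 and 6.08 CPM in the corresponding *tars*-/- libraries. *gadd45ab* was at 7.41, 7.32 and 11.7 CPM in siblings and at 18.4, 16.1 and 14.3 CPM in *tars*-/- in the same order. Its level in *tars*-/- with *gcn2* MO was 0.876 of that in the *tars*-/- control (0.779 to 0.984) and 2.17-fold that in the sibling control (1.88 to 2.51). A list of 28 p53 target genes, written from general knowledge, had a median log2 ratio to the control of the same genotype of 0.37 in *tars*-/- with *gcn2* MO (95% interval over genes 0.08 to 0.90) and 0.61 in siblings with *perk* MO (0.001 to 1.60). The list also lay above the central 95% of matched random lists in the other 2 injected libraries. In siblings with *gcn2* MO it fell to percentile 96.58, within the central 95%, when all libraries were reduced to equal read totals. It was above the central 95% in *tars*-/- control against sibling control too, where its median was 0.11 (−0.03 to 0.27) at percentile 99.99.

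**Figure D2:**
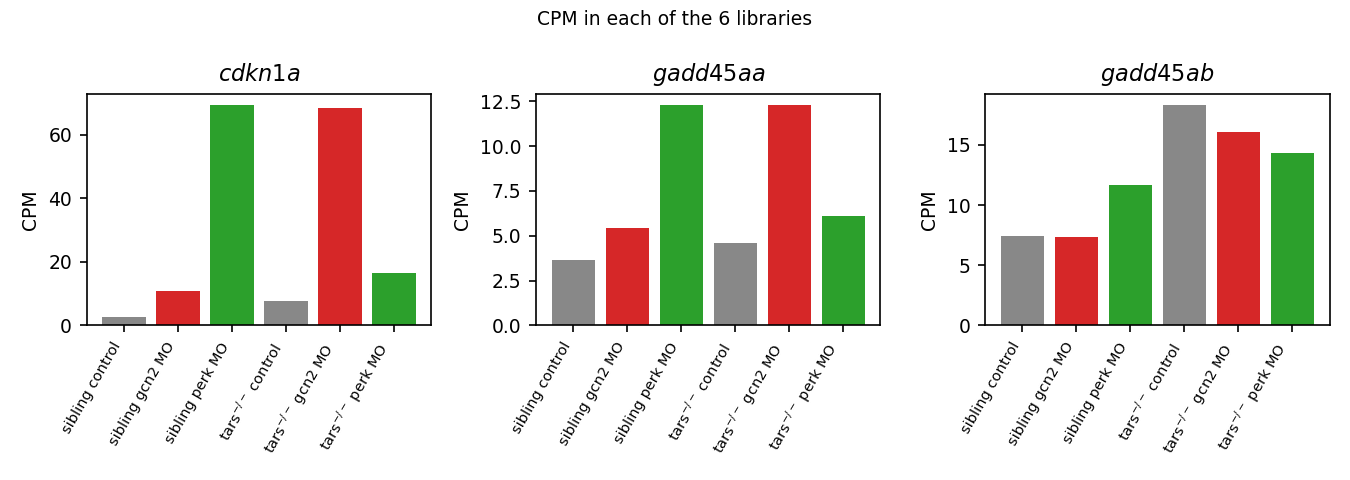
CPM of *cdkn1a*, *gadd45aa* and *gadd45ab* in each of the 6 libraries, 1 bar per library, with controls in grey, *gcn2* MO in red and *perk* MO in green. *cdkn1a* is highest in siblings with *perk* MO, at 69.5 CPM, and in *tars*-/- with *gcn2* MO, at 68.3 CPM.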

**Fig. 2:**
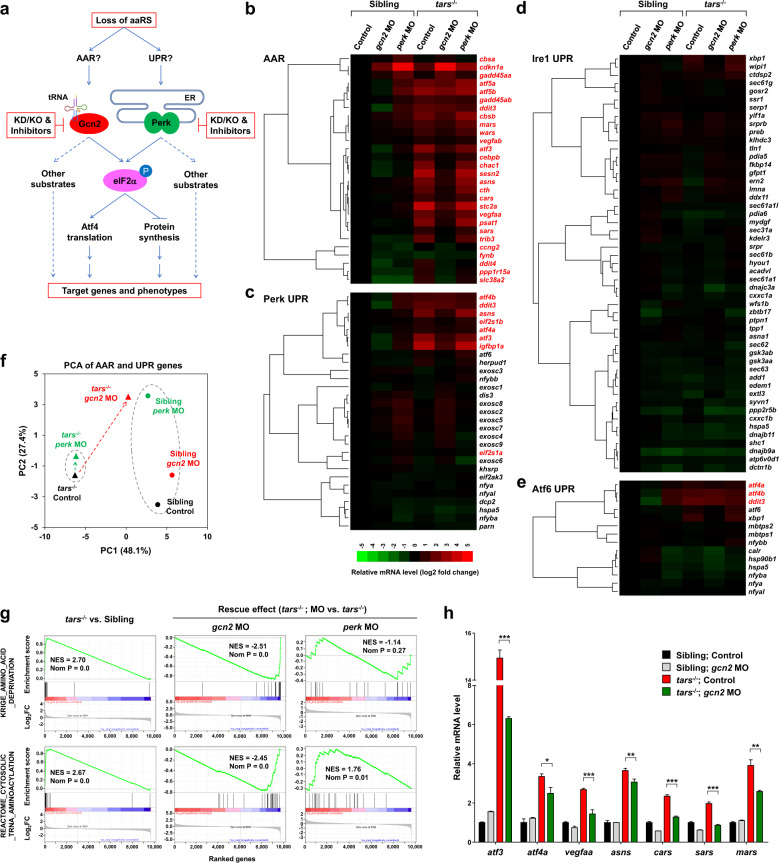
Differential and combinatorial regulation of the AAR- and UPR-associated genes by functional loss of Tars, Gcn2, or Perk. **a** Schematic overview of study design. Both AAR and UPR may regulate the angiogenic phenotypes induced by deficiency of aminoacyl-tRNA synthetases (aaRSs). To distinguish between them, the proposed experimental strategies (in red boxes) were based on the *tars* mutant and the siblings; knockdown (KD), knockout (KO), and pharmacological inhibition of Gcn2 and Perk were used, and systematic gene expression profiling of the zebrafish embryos with various genotypes and treatments was performed. **b**–**e** Hierarchical clusters and heatmaps of the expression levels of the genes in the AAR gene set (**b**) and in the Perk-, Ire1-, and Atf6-mediated UPR gene sets (**c**–**e**). The data were produced by RNA-seq analyses of 36 hpf homozygous *tars*-mutated (*tars*^−/^^−^) embryos and their siblings from the same litters (sibling) that were treated with indicated morpholino (MO). The gene symbols written in red are known to be involved in AAR, even though some of them are also listed in the UPR gene sets (for further information and references, see Supplementary Tables S1–S4). The color bar indicates relative expression levels. Note that the upregulated genes in *tars*^−/^^−^ mostly fall into the AAR category (written in red), whereas the UPR genes are largely unchanged, except for those shared in both pathways. **f** PCA of the AAR- and UPR-associated genes of the *tars*^−/^^−^ (triangles) and siblings (circles) treated with *gcn2* MO (red) or *perk* MO (green), compared with the control groups (black), respectively. Note that *gcn2* MO, but not *perk* MO, significantly reversed the major component (PC1) score of *tars*^−/^^−^, whereas the *perk* MO only altered the PC2 score of the siblings but has a very subtle effect on the *tars*-mutants. **g** GSEA results showing strong enrichments of the AAR and tRNA aminoacylation genes in the *tars*^−/^^−^ embryos, which can be reversed by *gcn2* MO but not *perk* MO. **h** RT-qPCR analysis of the representative genes that are activated in the *tars*^−/^^−^ embryos and are downregulated by *gcn2* MO. Data are presented as means ± SD of triplicate reactions. ***P < 0.001; **P < 0.01; *P < 0.05. The *P* values for the increased expression of all these genes in *tars*^−/^^−^ relative to the siblings are less than 0.001 (not shown).

### Perk functions predominantly in normal development but its function might be overwhelmed by the stress-induced activation of Gcn2

In contrast to the apparently dispensable role of Perk in *tars*^−/^^−^, knockdown of Perk in normal (i.e., the sibling) embryos led to a significant gene expression alteration. 

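Between siblings with *perk* MO and the sibling control, 1490 genes were at least 2-fold apart, 479 higher and 1011 lower with *perk* MO. The corresponding numbers were 357 for *gcn2* MO in siblings, 246 for *perk* MO in *tars*-/- and 1085 for *gcn2* MO in *tars*-/-. Without replicates, the share of these numbers that comes from differences between pools of embryos is unknown. With *perk* MO in siblings, the 5 largest rises among genes with a mean of at least 5 CPM were in *BX088646.1*, *si:dkey-204l11.1*, *CU855942.1*, *CR925709.2* and *BX470240.1*, which had between 5 and 50 reads in the sibling control. *si:dkey-204l11.1* rose 63.9-fold (95% interval 48.3 to 86.4) and *CR925709.2* rose 199-fold (85.1 to 616). These ratios are of CPM without a pseudocount, while log2 ratios of the named genes, which include it, moved by up to 1.68 when it was changed. The 5 largest falls were to 0.0362 of the control for *CR848047.1* (0.0311 to 0.0419), 0.0392 for *crx* (0.0278 to 0.0536), 0.0399 for *BX649245.1* (0.0308 to 0.0508), 0.0493 for *tfap2d* (0.0333 to 0.0705) and 0.0700 for *CU467822.1* (0.0608 to 0.0801). *crx* also fell, relative to the control of the same genotype, to 0.114 in siblings with *gcn2* MO (0.0945 to 0.135), to 0.109 in *tars*-/- with *perk* MO (0.0890 to 0.132) and to 0.0440 in *tars*-/- with *gcn2* MO (0.0299 to 0.0627). Of the 15 pairs of libraries, siblings with *perk* MO and *tars*-/- with *gcn2* MO were the closest, with 67 genes at least 2-fold apart, and the next closest pair had 246.

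**Figure D3:**
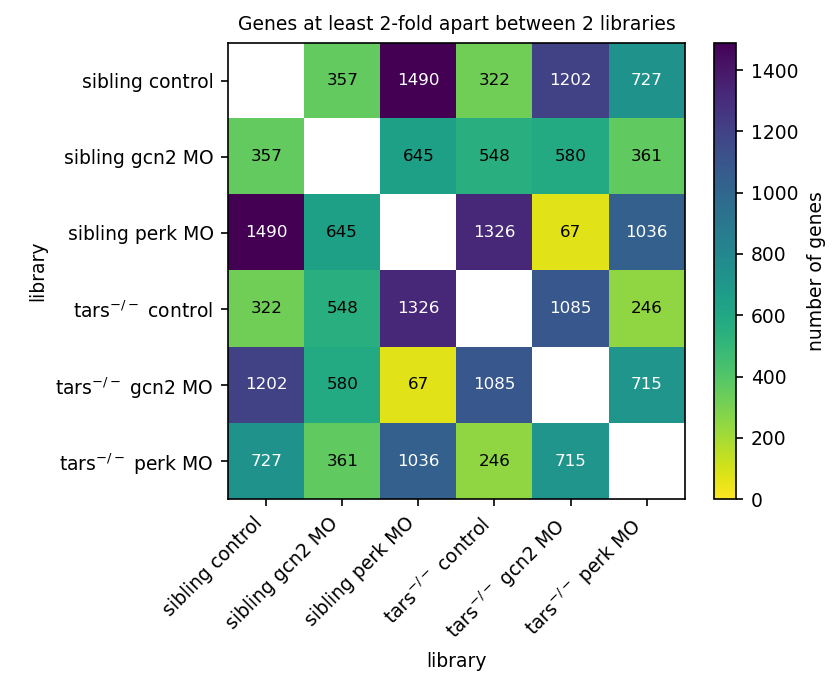
Number of genes at least 2-fold apart between each pair of the 6 libraries, among 19194 genes, with both axes listing the libraries and the colour giving the number printed in each cell. The highest number is 1490, for siblings with *perk* MO and the sibling control, and the lowest is 67, for siblings with *perk* MO and *tars*-/- with *gcn2* MO.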

As shown in the PCA results, knockdown of Perk in the siblings, but not in the *tars*^−/^^−^ embryos, caused a dramatic shift of the PC2 score (Fig. 2f, indicated by dotted ovals), suggesting that PC2 accounts for expression variance of the genes associated with Perk function in normal development. 

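In the PCA of the AAR and UPR lists, PC2 took 12.5% of the variance (95% of gene resamplings from 8.91% to 17.7%). As a share of the PC2 range over the libraries, *perk* MO shifted the PC2 score by 99.3% in siblings (81.0% to 100%) and by 3.74% in *tars*-/- (−15.6% to 21.8%). *gcn2* MO shifted it by 4.73% in siblings (−15.2% to 26.0%) and by 72.0% in *tars*-/- (55.1% to 82.3%). The 2 libraries with the highest PC2 scores were *tars*-/- with *gcn2* MO, at 2.91, and siblings with *perk* MO, at 2.87. When the axes were fitted without the sibling control, the shift by *perk* MO in siblings was 77.7% and that by *gcn2* MO in *tars*-/- was 49.6%. Over all 19194 genes, *perk* MO shifted PC2 by 39.7% in siblings and by 30.5% in *tars*-/-. That PC2 is a different axis, on which the sibling control scored −29.12 and the *tars*-/- control 12.65. On PC1 of all genes, *perk* MO moved siblings from 31.83 to −43.13 and *tars*-/- from 31.23 to 12.87. *gcn2* MO moved siblings to 3.87 and *tars*-/- to −36.66 on that PC1.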

We further compared the gene expression profiles of different types of embryos and paid attention to the genes associated with RNA degradation because the Perk-mediated UPR had been specifically implicated in the regulation of nonsense-mediated mRNA decay^47^. Indeed, our GSEA results showed that: (i) the KEGG_RNA_DEGRADATION gene set was significantly enriched in the upregulated genes by Perk knockdown in normal embryos (Supplementary Fig. S3a, left), whereas Gcn2 knockdown (Supplementary Fig. S3a, middle) or *tars* knockout (Supplementary Fig. S3a, right) showed no significant enrichment; and (ii) when the Perk knockdown was performed in *tars*^−/^^−^, the enrichment of this gene set was completely abolished (Supplementary Fig. S3b). These results suggest that Perk mainly functions in homeostatic states (i.e., normal embryos) but, in the stress condition (i.e., *tars*^−/^^−^ embryos) its function might be largely overwhelmed by activation of the Gcn2-mediated AAR.

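The gene set named KEGG_RNA_DEGRADATION was not at hand, and a list of 59 RNA degradation genes was written from general knowledge of the pathway, of which 58 were analysed. In siblings with *perk* MO, their median log2 ratio to the sibling control was 0.09 (95% interval over genes 0.01 to 0.22), and 39 of 58 genes were higher. This median lay at percentile 96.93 of the matched random lists, within their central 95%. The median was −0.03 with *gcn2* MO in siblings, at percentile 35.6, and −0.07 in *tars*-/- control against sibling control, at percentile 86.78. TMM scaling moved the last to 0.05, across 0. With *perk* MO in *tars*-/- the median was −0.04 (−0.08 to 0.01) at percentile 2.57. With *gcn2* MO in *tars*-/- it was 0.18 (0.05 to 0.32) at percentile 94.51, and 41 of 58 genes were higher. The median of all genes was 0.09 in that comparison. A rise of this list was thus not particular to *perk* MO in siblings, and neither rise left the central 95%. The difference between the effects of *perk* MO in siblings and in *tars*-/- was not tested, since there is 1 library per condition.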

### Selective activation of Gcn2 or Perk leading to functionally distinct eIF2α phosphorylation

We then set out to clarify the mechanisms underlying the activation of Gcn2 in the *tars*^−/^^−^ embryos and the different gene-regulating functions of Gcn2 and Perk in different conditions. Although the stimuli for Gcn2 activation in higher eukaryotes has still been under debate^48^, previous yeast studies provide strong evidence that uncharged tRNAs can directly bind to, and activate, Gcn2^29,30^. We reasoned that the *tars* deficiency could cause accumulation of uncharged tRNA^Thr^ due to insufficient tRNA^Thr^ threonylation. To test this possibility, we isolated the total tRNAs from the *tars*^−/^^−^ and sibling embryos and subjected them to an acid polyacrylamide/urea gel system to separate the aminoacylated (charged) and uncharged tRNAs, followed by Northern blot to distinguish the different tRNAs. As a result, a significant increase of uncharged tRNA^Thr^ (including the tRNA^Thr^ (AGU/CGU) and tRNA^Thr^ (UGU) isoacceptors) was detected in the *tars*^−/^^−^ embryos compared with the siblings (Fig. 3a). In contrast, as a negative control, the aminoacylation ratio for tRNA^Gly^(GCC) was not changed (Fig. 3a). These results indicated that the loss of Tars specifically reduced the aminoacylation of tRNA^Thr^, but not other tRNA isoacceptors. However, it was clear that this threonylation was not completely blocked, probably because homologous proteins of Tars (e.g., Tars2 and Tarsl2) still exist and they may compensate for this reaction to a certain extent.

**Fig. 3:**
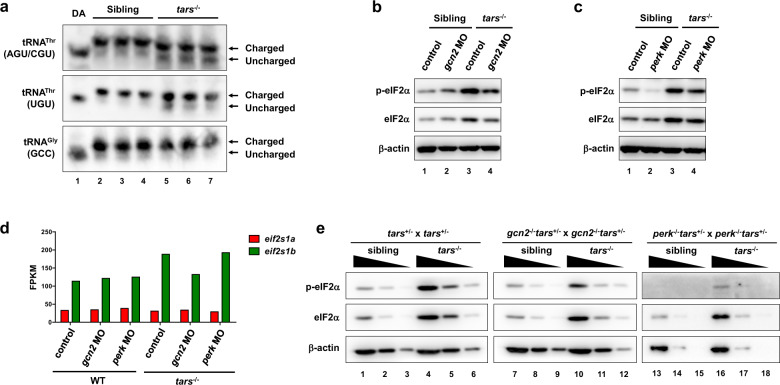
Selective activation of Gcn2 and Perk in stress condition and normal development. **a** Northern blot results showing the increased uncharged tRNA^Thr^ in the *tars*^−/^^−^ embryos compared with the siblings. Charged and uncharged tRNAs (upper and lower bands, respectively) were separated in an acid polyacrylamide/urea gel system; the three types of tRNA^Thr^ were hybridized with specific probes that could recognize tRNA^Thr^(AGU/CGU) or tRNA^Thr^(UGU). The tRNA^Gly^(GCC) was used as a negative control. Deacylated tRNAs (DA) were used to mark the migration position of the uncharged tRNAs on the gels. **b**, **c** Immunoblot analysis of the phosphorylated eIF2α (p-eIF2α) and total eIF2α upon morpholino-mediated knockdown of Gcn2 or Perk in the WT and *tars*^−/^^−^ embryos. β-actin was used as the loading control. Note that *gcn2* MO and *perk* MO reduced the phosphorylated eIF2α in the *tars*^−/−^ embryos to a comparable extent, whereas only *perk* MO reduced the eIF2α phosphorylation in the WT embryos. **d** Expression levels of the mRNAs of the two zebrafish eIF2α-coding genes, *eif2s1a* and *eif2s1b*, in the embryos of indicated genotypes. Presented are fragments per kilobase per million mapped reads (FPKM) values from RNA-seq data. Note that *eif2s1b* is upregulated in the *tars*^−/^^−^ embryos, which explains the accordingly increased protein levels as indicated by the immunoblot results. **e** Immunoblot analysis of the phosphorylated and total eIF2α level in the gene knockout embryos, which were produced by crossing the indicated mutant lines. Each sample was loaded in a 3-fold serial dilution to facilitate quantification. Note that the basal level of p-eIF2α was hardly detectable in the *perk*^−/^^−^ “normal” (sibling) embryos (lanes 13–15), and that the p-eIF2α in the *gcn2*^−/^^−^*tars*^−/^^−^ embryos was decreased, but not eliminated, compared with the *tars*^−/^^−^ embryos (compare lanes 7–12 with 1–6).

Consistent with the accumulation of uncharged tRNA^Thr^ in *tars*^−/^^−^ embryos, as well as the above-described gene expression patterns, our immunoblot analysis indeed showed that the eIF2α phosphorylation in *tars*^−/^^−^ embryos were significantly increased and that this increase was substantially suppressed by knockdown of Gcn2 (Fig. 3b). Notably, the total protein level of eIF2α was also increased upon Gcn2 activation (Fig. 3b), which in fact was caused by an upregulation of the eIF2α mRNA (see below for further analysis). Meanwhile, this analysis also showed that the normal embryos had a considerable “basal” level of eIF2α phosphorylation, which was not decreased by Gcn2 knockdown (Fig. 3b), suggesting that the basal eIF2α phosphorylation was catalyzed by other kinase(s). Indeed, knockdown of Perk, but not Gcn2, in the normal embryos eliminated this basal eIF2α phosphorylation (Fig. 3c), thus further supporting the idea that Perk functions predominantly in normal development.

As mentioned above, besides these regulations at the protein phosphorylation level, we observed an upregulation of the mRNA of *eif2s1b* (the major eIF2α-coding gene of zebrafish) (Fig. 3d), which explained the increase of total eIF2α protein in the *tars*^−/^^−^ embryos (Fig. 3b–d). 

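The FPKM of *eif2s1b* (ENSDARG00000052178), as deposited by the authors, was 114 in the sibling control, 121 in siblings with *gcn2* MO and 125 in siblings with *perk* MO. In *tars*-/- embryos it was 188 in the control, 132 with *gcn2* MO and 192 with *perk* MO. The ratio of *tars*-/- control to sibling control was 1.66 (95% interval 1.60 to 1.71). Relative to the *tars*-/- control, the ratio was 0.703 (0.680 to 0.727) with *gcn2* MO and 1.02 (0.996 to 1.05) with *perk* MO, and the latter did not differ from 1 beyond counting error. The FPKM of *eif2s1a* (ENSDARG00000005827) in siblings was 33.0 in the control, 34.5 with *gcn2* MO and 38.5 with *perk* MO. In *tars*-/- it was 31.0 in the control, 33.9 with *gcn2* MO and 29.2 with *perk* MO. The ratio of *tars*-/- control to sibling control was 0.938 (0.879 to 1.00), a direction that TMM scaling changed to a log2 ratio of 0.03.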

As the upregulation of both mRNA and protein of eIF2α could be largely suppressed by knockdown of Gcn2, but not Perk (Fig. 3b, d), it was very likely that *eif2s1b* was one of the target genes of Gcn2-mediated AAR and, therefore, that eIF2α upregulation served as a secondary event upon Gcn2 activation. To examine whether the increase of total eIF2α per se was sufficient to cause the angiogenic phenotypes, we overexpressed eIF2α by injecting *eif2s1a* or *eif2s1b* mRNAs into the embryos (Supplementary Fig. 4a). The results showed that this eIF2α overexpression had no effect on the overall eIF2α phosphorylation or the angiogenic development (Supplementary Fig. 4b, c). On the other hand, knockdown of eIF2α by morpholinos of *eif2s1a* and *eif2s1b* in the *tars*^−/^^−^ embryos very slightly, albeit not significantly, affected the angiogenesis (Supplementary Fig. 4d–f). Thus, these results suggest that the angiogenic phenotypes are not exactly dependent on the total eIF2α protein level or its overall phosphorylation, but on which kinase(s) were catalyzing the phosphorylation of the proper eIF2α molecules.

Of note, these changes of eIF2α phosphorylation could be well-validated in gene knockout zebrafish lines. For example, immunoblot analysis of the *perk*^−/^^−^ and *gcn2*^−/^^−^ embryos, as well as those produced by breeding them with the *tars* mutants, showed that the eIF2α phosphorylation level was dramatically decreased in the *perk*^−/^^−^ embryos with WT *tars* (Fig. 3e; Supplementary Fig. S5), while *gcn2* knockout reduced, but not eliminated, the eIF2α phosphorylation in the *tars*^−/^^−^ embryos (Fig. 3e). Interestingly, these results also indicated that in the *tars*^−/^^−^ embryos, Gcn2 and Perk knockdown/knockout both reduced eIF2α phosphorylation to a comparable extent (Fig. 3b, c; and see Supplementary Fig. S6 for serial dilution immunoblot analysis); however, they showed dramatically different phenotypes and gene alterations, thus suggesting that the phosphorylated eIF2α molecules catalyzed by the different kinases should be functionally distinct.

### Functional requirement of AAR, but not UPR, for the *tars*-deficiency-induced angiogenesis

Given that the gene expression analysis indicated the activation of AAR, but not UPR, in the *tars*^−/^^−^ embryos, we next investigated whether the activated AAR was functionally required for the mutant angiogenic phenotypes and whether UPR, albeit at a basic level, could also contribute to the phenotypes. To address these questions, we first performed morpholino-mediated knockdown of Gcn2 or Perk in the *tars*^−/^^−^ and sibling embryos and quantitively analyzed their blood vessels that were labeled with the *flk1* promoter-driven EGFP. The results showed that knockdown of Gcn2, but not Perk, in the *tars*^−/−^ embryos reduced the vessel branch points to a level similar to that in the siblings (Fig. 4a, b), indicating rescue of the angiogenesis from the mutant phenotypes. Meanwhile, crossing the *tars* mutants with *gcn2*^−/^^−^ or *perk*^−/^^−^ lines showed that, only in the absence of *gcn2*, the *tars* deficiency failed to induce abnormal angiogenesis (Fig. 4c).

**Fig. 4:**
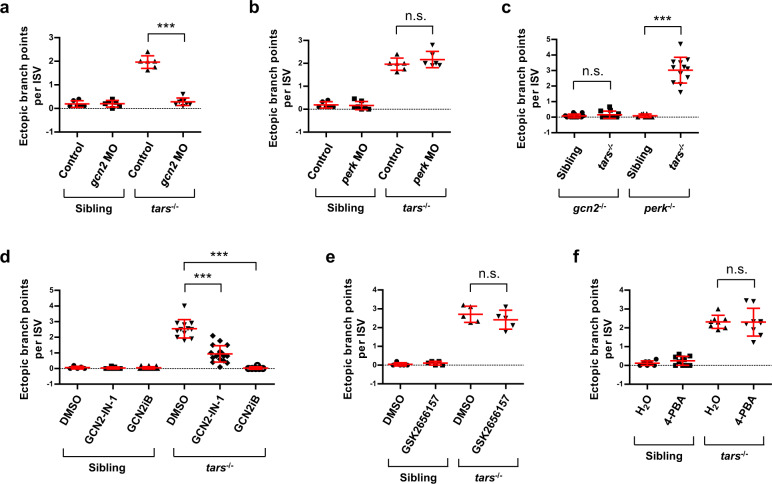
Genetic and pharmacological inhibition of AAR, but not UPR, suppresses the *tars*-deficiency-induced angiogenesis. **a**, **b** Quantification and statistical analysis of the ectopic branch points per ISV of the *tars*^−/^^−^ and sibling embryos that were treated with *gcn2* MO or *perk* MO. **c** Knockout of *gcn2*, but not *perk*, suppressed the *tars*-deficiency-induced angiogenesis. The embryos were produced by self-cross of *gcn2*^−/^^−^*tars*^+/^^−^ or *perk*^−/^^−^*tars*^+/−^ lines, and the *tars*^−/^^−^ ones were compared with their siblings in the same litter. **d** Pharmacological inhibition of Gcn2 by GCN2-IN-1 and GCN2iB significantly suppressed the angiogenic phenotypes of the *tars*^−/^^−^ embryos. **e** Inhibition of Perk by Perk-specific inhibitor GSK2656157 showed no significant rescue effect on the angiogenetic phenotypes. **f** Attenuation of UPR by 4-phenylbutyrate (4-PBA) could not rescue the angiogenetic phenotypes. In panels **d**–**f**, the solvents DMSO and H_2_O were applied as negative controls, respectively. In the statistical analyses, data are presented as means ± SD; two-tailed *t*-test; ***P < 0.001; n.s., not significant.

Consistent with this genetic analysis, pharmacological inhibition of Gcn2 by specific inhibitors GCN2-IN-1^49^ or GCN2iB^50^ significantly rescued the angiogenesis as well (Fig. 4d), whereas inhibition of Perk by GSK2656157^51^ showed no rescue (Fig. 4e). Furthermore, as 4-phenylbutyrate (4-PBA) had been shown to act as a chemical chaperone to suppress UPR in various conditions^52,53^, we used 4-PBA to attenuate remaining UPR activities, if any, in the *tars*^−/−^ and sibling embryos, and the results showed that the 4-BPA treatment could neither rescue the angiogenesis in the *tars*^−/^^−^ nor cause abnormalities in the blood vessels of the sibling embryos (Fig. 4f). Thus, these results indicate that AAR, but not UPR, is functionally required for the mutant angiogenic phenotypes.

Furthermore, besides analyzing Gcn2 and Perk, we also used the same approach to examine whether the two other eIF2α kinases, Hri and Pkr, could play an important role in the angiogenic phenotypes of the *tars*^−/^^−^ embryos. Efficiencies of the morpholino-mediated knockdown of Hri and Pkr were validated by the GFP-fusion reporter assay (Supplementary Fig. S2c, d). The results showed that knockdown of Hri or Pkr could not rescue the angiogenesis in the *tars*^−/^^−^ embryos (Supplementary Fig. S7a, b). These results suggest that Hri and Pkr either cannot be activated in this stress condition, or their activities, if any, cannot be transduced to the angiogenesis-regulating mechanisms. Indeed, unlike Gcn2 and Perk as global regulators of cellular stresses, Hri and Pkr exert relatively restricted functions in erythroid cells and immune systems, respectively^6^. Thus, the direct comparison of the four eIF2α kinases in the same system further confirms the necessary and sufficient role of the Gcn2-mediated AAR in *tars*-deficiency-induced angiogenesis.

### The *tars*-deficiency-induced angiogenesis is dependent on the Atf4-Vegfα axis and the ribosome re-initiation mechanism of Atf4 translational regulation

Considering that a possible mechanism underlying the *tars*-deficiency-induced angiogenesis is that the *tars* deficiency may decrease the global protein translation level, we first determined this effect by the O-propargyl-puromycin (OP-puro) incorporation assay^54,55^, in which the OP-puro is incorporated into the nascent proteins in vivo and then can be measured by flow cytometry. Inhibition of protein translation by cycloheximide (CHX) was used as a control in detecting the different OP-puro incorporation levels (Supplementary Fig. S8a). Our results showed that the *tars* deficiency caused a very slight decrease in the protein translation level (Supplementary Fig. S8b). However, inhibition of protein translation with CHX in zebrafish embryos failed to induce increased branches of blood vessels (data not shown), which is consistent with several previous studies involving similar experiments^56–58^. Thus, these results suggest that the angiogenic phenotypes in the *tars* mutants are not caused by the decrease in global protein translation.

To further delineate the role of the downstream portion of the AAR pathway in the induced angiogenesis by *tars* deficiency, we performed morpholino-mediated knockdown of several major factors downstream of eIF2α, including Atf4 and Vegfα, in the *tars*^−/^^−^ and sibling embryos. Meanwhile, as technical complements, a CRISPR interference (CRISPRi)^59^ of Atf4 and a pharmacological inhibition of Vegfα were also performed. The morpholino-mediated knockdown and CRISPRi of Atf4 (encoded by the *atf4a* and *atf4b* homologous genes in zebrafish) both rescued the mutant angiogenic phenotypes (Supplementary Fig. S9). Although zebrafish Vegfα is also encoded by two homologous genes, namely *vegfaa* and *vegfab*, it has been known that only *vegfaa* plays an essential role in regulating embryonic angiogenesis^60^. Our *vegfaa* morpholino-injected embryos recapitulated the phenotype of the *vegfaa* knockout line^60^, as they showed inhibition of ISV growth, which was dependent on the dosage of *vegfaa* morpholino (Supplementary Fig. S10a). Nonetheless, injection of a relatively lower dosage of *vegfaa* morpholino, while incapable of affecting ISV growth, could reduce the ectopic branch points per ISV in the *tars* mutant embryos (Supplementary Fig. S10b). Consistent with these results, the pharmacological inhibition of the Vegf receptor by the chemical SU5416 (also known as Semaxanib)^61^ also led to a dramatic rescue of the mutant phenotypes (Supplementary Fig. S10c). Thus, these results collectively suggest that the Atf4-Vegfα axis acts as a major effector of AAR in the regulation of angiogenesis.

We also determined whether the important role of Atf4a/b in this regulation was associated with their translational control mediated by eIF2α phosphorylation. Notably, a comparison of the human *ATF4* and the zebrafish *atf4a* and *atf4b* mRNAs showed evolutionary conservation of their 5′ translational regulatory regions, especially the two upstream ORFs (i.e., the positive-acting *uORF1* and the inhibitory *uORF2*) that have been shown to regulate ATF4 translation through an eIF2α phosphorylation-dependent re-initiation mechanism^18^ (Fig. 5a). To test this mechanism and to assess the translational initiation activities of the *atf4a* and *atf4b* mRNAs in vivo, we employed the uORF reporter assay^18^ by cloning the zebrafish *atf4a* and *atf4b* uORF regions into an EGFP reporter vector and generated Tol2 transposase-mediated transgenic zebrafish^62^. The results indicated that the Atf4a/b translation levels were indeed enhanced in the *tars*^−/^^−^ embryos relative to the siblings and that this enhancement could be dramatically inhibited by the knockout of *gcn2*, but not *perk* (Fig. 5b). Similarly, the Gcn2 inhibitor GCN2-IN-1 could also exert this effect (Supplementary Fig. S11a, b). The notable somite/muscle-enriched expression pattern of the reporter in the trunk, as well as those in the brain, are reminiscent of the expression pattern of *tars* in the developing trunk and brain of the embryos at these stages^63^. Furthermore, this pattern may also be relevant to the previously established important role of the somite-expressed Vegfa^64^ in regulating angiogenesis (and hematopoiesis occurring in the arteries) possibly through paracrine and concentration gradient mechanisms^58,65–67^. Lastly, as a validation of the regulatory mechanism, mutation of the start codon (ATG) to AGG in *uORF1* inhibited the AAR-dependent *atf4a/b-EGFP* expression, likely because of the increased usage of the inhibitory *uORF2* (Fig. 5c), and the ATG-to-AGG mutation of uORF2 indeed led to a high level of AAR-independent *atf4a/b-EGFP* expression (Fig. 5c). Thus, these results provide important evidence and mechanistic explanation for the role of the downstream events of AAR in the *tars*-deficiency-induced angiogenesis.

**Fig. 5:**
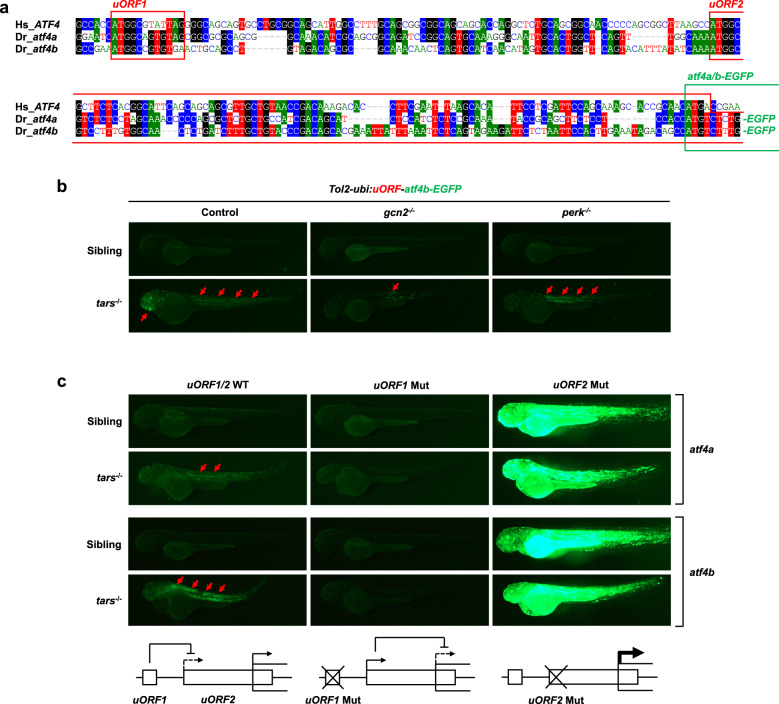
The *tars*-deficiency-induced angiogenesis is dependent on the ribosome re-initiation mechanism of Atf4 translational regulation. **a** An alignment of the sequences of the translational regulatory regions of human *ATF4* and zebrafish *atf4a* and *atf4b*, showing the highly conserved upstream open reading frames (*uORF1* and *uORF2*; red boxes) and coding ORFs (green box). These regions of zebrafish *atf4a* and *atf4b* were cloned into the reporter vectors, and their coding ORFs were fused with the ORF of *EGFP*. **b** Fluorescence microscopy images showing the enhanced expression (i.e., translation) levels of the *atf4a*- and *atf4b-EGFP* fusion ORFs (red arrows) in the truck and head of *tars*^−/^^−^ embryos, which were inhibited by the knockout of *gcn2*, but not *perk*. The Tol2 transposase-based transgenic system containing a *ubiquitin* promoter (*ubi:*) was used to drive the expression of the reporters. **c** Mutation analysis of the zebrafish *atf4a* and *atf4b* uORFs for their eIF2α phosphorylation-dependent translational regulation. The start codon (ATG) of *uORF1* or *uORF2* was mutated into AGG. The expression levels of the WT and *uORF1*- and *uORF2*-mutated (Mut) *atf4a*- and *atf4b-EGFP* reporters were demonstrated by representative fluorescence microscopy images. The lower panels present the working model in which *uORF1* can reduce the usage of the inhibitory *uORF2*, so that the *uORF1* Mut eliminates the AAR-dependent upregulation of *atf4a*/*b* expression, whereas the *uORF2* Mut leads to an extremely high AAR-independent *atf4a*/*b* expression.

## Discussion

In this study, we investigated a means to specify different roles of AAR and UPR in stress-induced angiogenesis. Our results demonstrated that, despite being closely interconnected and even sharing common downstream targets, AAR and UPR can be activated independently under distinct conditions and their downstream signals can be recognized and transduced differentially in regulating cellular functions such as angiogenesis, which is clearly demonstrated by the dramatically different transcriptome profiles and phenotypes (Fig. 6). This notion reflects the specificity and efficiency of multiple stress response pathways that are evolved integrally to enable the organism to sense and respond precisely to different types of stresses^21^. This study also provides an example of combining systematic transcriptome profiling and phenotypic validations to distinguish the activities of such interconnected pathways (Fig. 6). Clarification of the mechanisms shall advance our understanding of how the organisms respond to diverse stresses and how the abnormalities in these regulatory machinery cause cellular stress-related diseases such as cancer, diabetes, cardiovascular, and immune disorders^1,68–71^.

**Fig. 6:**
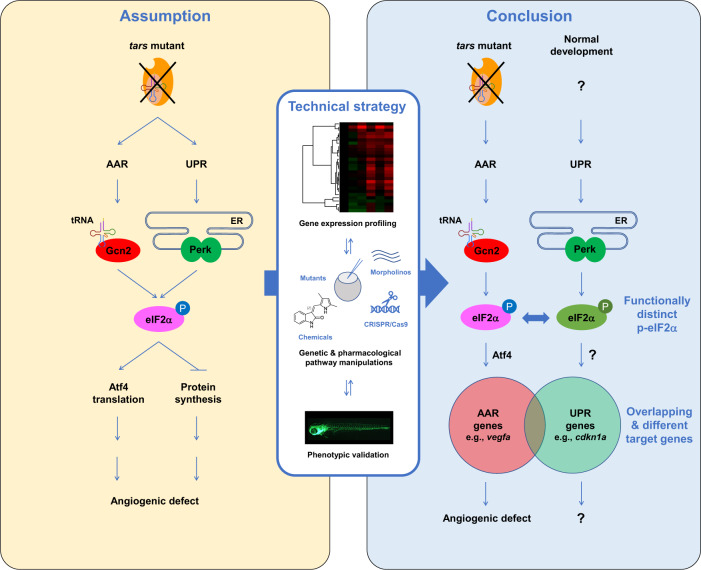
A summary of the study and the working model for the selective and competitive functions of AAR and UPR pathways. The close interconnection of the AAR and UPR pathways makes it difficult to distinguish between them, therefore the angiogenesis induced by aaRS deficiency has been assumptively attributed to activation of both pathways. While UPR has been addressed in previous studies, it is unclear whether AAR is also activated and whether both are required in this process (left panel). We established that these highly interconnected pathways can be distinguished in the herein-generated zebrafish angiogenic model that harbors a *tars* mutation, by using an approach combining systematic gene expression profiling and quantitative phenotypic analysis upon a variety of genetic and pharmacological manipulations of these pathways (middle panel). We found that AAR, but not UPR, is activated and is functionally required for the angiogenic phenotypes in the *tars* mutants (right panel). Notably, while Perk-mediated UPR is inactive in the *tars* mutants, it plays an important role in normal development; however, the function of Perk is overwhelmed by Gcn2 in the stress condition, through competing for phosphorylation of their shared target, eIF2α. The phosphorylated eIF2α (p-eIF2α) by Gcn2 and Perk can be distinguished by the cells/organisms (therefore illustrated in different colors) and thus regulate the partially overlapped AAR- and UPR-associated genes. The question marks denote the possible cause, mechanism, and functional consequence of UPR, which should be different from those of AAR as addressed in this study.

Tars belong to the family of aaRSs that catalyze the ligation of the 20 amino acids (each by specific aaRSs, albeit separately in cytoplasm and mitochondria) to their cognate tRNAs, thereby determining the fidelity of protein translation^24,25,72^. While mutations in the aaRS genes have been directly implicated in a broad spectrum of human genetic diseases, it remains a significant challenge to understand the underlying mechanism especially of how these basic translation regulators exert tissue-specific effects in these diseases^73–75^. In this study, we observed that the deficiency of *tars* in zebrafish causes angiogenic abnormalities which are dependent on the Tars aminoacylation activity, and, based on this angiogenic model, we identified that AAR instead of UPR plays a dominant role in these angiogenic phenotypes. Regarding the mechanism by which the *tars* deficiency activates AAR, it is notable that the deficiency of an aaRS causes accumulation of uncharged tRNAs, which mimics amino acid deprivation^24,76^, and that the uncharged tRNAs can directly bind to and stimulate Gcn2 kinase activity on eIF2α^29,30^. Thus, the herein specified Tars-Gcn2-eIF2α axis represents a compelling logic to the mechanisms underlying the angiogenesis induced by *tars* deficiency through AAR.

In contrast to the important role of AAR in the *tars*-deficiency-induced angiogenesis, the Perk-mediated UPR pathway shows a very subtle function under this stress condition. Nonetheless, our results of gene expression profiling and knockdown/knockout experiments suggest that Perk and the Perk-mediated UPR are actually active and play an important role in normal development. This finding suggests the importance of understanding the role of stress in the context of the development of living beings, because normal development may require stress and, thus, these “normal” and “stress” conditions may not necessarily be opposite. Indeed, Perk is responsible for the majority of the eIF2α phosphorylation in homeostatic states, whereas Gcn2 only brings a seemingly modest increase beyond this level in the stress condition upon loss of *tars*. It is interesting that such a modest increase of eIF2α phosphorylation exerts strong cellular effects, and that knockdown/knockout of Gcn2 or Perk in this condition, though both can reduce eIF2α phosphorylation to a comparable extend, shows dramatically different phenotypes and targeted gene expression profiles. These observations suggest that there could be a partial switchover of kinases to phosphorylate the eIF2α, and that the cell/organism should be able to distinguish the different phosphorylated eIF2α molecules catalyzed by different kinases. It thus would be interesting to further investigate the mechanism of how the Gcn2- and Perk-catalyzed eIF2α phosphorylation functions differentially. Based on the herein-demonstrated mutual competition between Gnc2 and Perk to phosphorylate eIF2α and the partial switchover of the substrates between these two kinases, it is conceivable that a different subcellular localization of Gcn2 and Perk, as well as their corresponding eIF2α substrates, may enable the selective translation of different groups mRNAs into proteins, which in turn could regulate different gene expression programs. Supportive facts for this mechanism include that Perk is a transmembrane kinase located on ER and, upon UPR/ER-stress, it may further accumulate into specialized subcellular compartments, such as ER-derived quality control compartment^77,78^, whereas Gcn2 is relatively free but can be recruited to the stalled ribosomes through direct interaction with the ribosomal P-stalk proteins in AAR conditions^31,32^. Furthermore, there could also be other mechanisms, such as possible involvement of the two protein phosphatase 1 (PP1) complexes (PP1•GADD34 and PP1•CReP) that dephosphorylate eIF2α and thus antagonize the kinases^5,6^.

The zebrafish aaRS genes are highly conserved with those of human. It has been established that the human aaRS family consists of 38 genes, which encode 18 cytoplasmic, 17 mitochondrial and 3 bifunctional aaRS enzymes^73,79^. Notably, besides the cytoplasmic TARS and the mitochondrial TARS2, TARSL2 is a newly identified cytoplasmic TARS homolog that possesses tRNA aminoacylation and editing activities and locates in not only cytoplasm but also nucleus^79–82^. Similarly, zebrafish also contains the *tarsl2* gene (data not shown), although its function has been unknown. Therefore, it would be interesting to investigate whether the *tars* deficiency could be at least partially compensated by *tarsl2*. Further, among all the aaRSs, there should also be a balanced ratio, as well as the ratio with cognate tRNAs, to regulate the fidelity of protein translation^24,72^. In this regard, some aaRSs may be involved in regulating similar biological processes. Indeed, besides Tars, several other aaRSs, including Hars, Iars, Sars, and Wars2, have also been shown to regulate angiogenesis^56–58,63,83–89^. Therefore, the angiogenic regulatory functions and the herein identified underlying mechanisms may be shared by many, though probably not all, aaRSs.

In conclusion, although AAR and UPR are evolved to sense and respond to different types of stresses, their close interconnection makes it difficult to distinguish between them, and this situation has led to biased or over-simplified assumptions on the mechanisms of regulation of angiogenesis by AAR and/or UPR. In this study, by means of a systematic gene expression profiling in combination with a variety of genetic and pharmacological manipulations of these pathways and phenotypic validations in zebrafish models, we have been able to specify the different roles of AAR and UPR in stress-induced angiogenesis (Fig. 6). Notably, this technical strategy should also be readily applicable in an analysis of cells/tissues cultured in vitro, as well as in patient-derived xenograft models, to better define the activities of different stress response pathways. Given the critical importance of these pathways in the pathogenesis of various human diseases and as potential therapeutic targets, it thus will be possible, and of great significance, to clearly distinguish and specifically manipulate these pathways in patient samples using this strategy, which may facilitate identification of stress-related biomarkers and therapeutic strategies.

## Materials and methods

### Zebrafish strains

The zebrafish strain *Tübingen* (ZFIN ID: ZDB-GENO-990623-3) and the transgenic zebrafish line Tg(*flk1:EGFP*) (ZFIN ID: ZDB-ALT-050916-14)^35^ were maintained in system water under standard conditions at 28.5 °C with a photoperiod of 12 h of light and 12 h of dark. Both males and females were used. Developmental stages of the embryos were indicated in the figures and legends. The embryos were grown in egg water containing 60 µg/mL sea salt and 0.2% methylene blue at 28.5 °C. *N*-Phenylthiourea (PTU; Sigma-Aldrich; 0.045%) was used to prevent pigmentation. All experiments using animals were approved by the Committee of Animal Use for Research at Shanghai Jiao Tong University School of Medicine.

### Generation of the *tars* mutant zebrafish

The zebrafish mutant line harboring a loss-of-function mutation in the *tars* gene (ZFIN ID: ZDB-GENE-041010-218) was identified in a forward genetics screening of hematopoietic/angiogenetic mutants through the treatment of ENU (Sigma) as previously described^33,34^. Whole exosome sequencing was performed to identify the mutated gene. In brief, we first captured the exome regions with the SureSelect non-human Exomes (SSXT Zebrafish All Exon, 16rxn) kit (Agilent Technologies) and then performed high-throughput DNA sequencing using the Illumina Genome Analyzer IIx (GAIIx) according to the manufacturer’s protocols. The PCR primers for genotyping are listed in Supplementary Table S5. The *tars* mutant line was maintained as heterozygous because the homozygous embryos were lethal at around 6 dpf.

### Generation of the *gcn2* and *perk* knockout zebrafish by CRISPR/Cas9 genome editing

For a generation of *gcn2* and *perk* knockout zebrafish, guide RNAs (gRNAs) were designed using ZiFiT Targeter software (http://zifit.partners.org/ZiFiT/CSquare9Nuclease.aspx). The gRNAs of *gcn2* (GGACGCTCTGCCGGCGCGGG; targeting the PKD domain) and *perk* (GGACTCATCATGCATGTGTG; targeting the catalytic domain) were transcribed in vitro and injected into embryos of the one-cell stage with 200 ng/mL Cas9 protein (New England Biolabs, M0646T) following the method as described previously^90^. Primers for genotyping for *perk* and *gcn2* were listed in Supplementary Table S5. The CRISPRi assay was similarly designed and performed with the Tg(*flk1:EGFP*) line, and the chimera F0 embryos were validated by sequencing and subjected to phenotypic analysis (Supplementary Fig. S9).

### Visualization and quantitative analysis of the angiogenic phenotypes

Live embryos were anesthetized with 0.03% ethyl 3-aminobenzoate methanesulfonate salt (Tricaine) (Sigma; A5040) and mounted in 1% low melting agarose (Sangon Biotech; A600015). Fluorescence images were captured with a scanning confocal microscope (Olympus; FV1000) processed with Image-Pro Plus 6.0 (Media Cybernetics). To quantify the angiogenic phenotypes in the trunk, the blood vessels in the region encompassing 8–13 ISVs anterior to the end of yolk extension were analyzed, and the number of ectopic branching points per ISV^37^ was calculated statistically.

### Morpholino-mediated gene knockdown

All morpholino oligonucleotides were synthesized by Gene Tools. The sequences of the morpholinos that were designed for the first time and used in this study, including *gcn2* MO, *hri* MO, *pkr* MO, *eif2s1a* MO, *eif2s1b* MO, and *atf4b* MO, were presented in Supplementary Fig. S2 and Table S5. Besides, several previously reported morpholinos, including *tars* MO^4^, *perk* MO^34^, *atf4a* MO^4^, and *vegfaa* MO^40^ were also employed in this study; their sequences were also shown in Supplementary Table S5. All morpholinos were injected into the embryos at the one-cell stage.

### mRNA injection for phenotype rescue

Zebrafish *tars* cDNA was amplified by RT-PCR from zebrafish embryo samples and inserted into the pCS2^+^ vector that contains a FLAG tag. Mutagenesis was performed with the QuikChange Site-Directed Mutagenesis Kit (Agilent Technologies; 200519). All capped mRNAs were transcribed in vitro with the SP6 mMESSAGE mMACHINE Transcription Kit (Thermo Fisher Scientific; AM1340) and purified with the NucAway Spin Columns (Thermo Fisher Scientific; AM10070). The purified mRNAs were diluted to 100 ng/µL for microinjection into the embryos.

### Tars protein purification and tRNA in vitro transcription

Zebrafish *tars*-WT, -R459A, and -H473A cDNA were amplified from the pCS2^+^ vector mentioned above and inserted into the pET28a plasmid. Tars and their mutant proteins were purified according to the methods reported previously^91^. Transcription of zebrafish tRNA^Thr^ in vitro, including tRNA^Thr^(AGU), was performed as previously described^92^.

### Aminoacylation assay

According to a previously described procedure^91^, time course curves of aminoacylation by zebrafish Tars-WT, -R459A, and -H473A proteins were determined at 37 °C in a reaction mixture (30 μL) containing 60 μM Tris-HCl (pH 7.5), 10 mM MgCl_2_, 5 mM DTT, 2.5 mM ATP, 114 μM [^14^C] l-Threonine and 200 nM protein with 5 μM of tRNA^thr^.

### Northern blot

Total RNAs of zebrafish embryos were isolated using Trizol reagent, and 5 μg of total RNAs were electrophoresed through 15% polyacrylamide-8 M urea gel in Tris-borate-EDTA buffer at room temperature under 150 V for 1.5 h. For the aminoacylation assays, total RNAs were extracted and resolved with 0.1 M NaAc (pH 5.2). To separate the charged and uncharged tRNAs, 5 μg of total RNAs were electrophoresed through an acidic (pH 5.2) 10% polyacrylamide-8 M urea gel at 4 °C under 18 W for 16 h. The RNAs were then transferred onto a positively charged nylon membrane at 4 °C under 250 mA for 30 min. After UV-crosslink (8000 × 100 J/cm^2^), the membrane was pre-blocked with pre-hybridization solution (4× SSC, 1 M Na_2_HPO_4_, 7% SDS, 1.5× denhardt solution, 0.4 mg/L fish sperm DNA) at 55 °C for 2 h. The membrane was hybridized with digoxin (DIG)-labeled probes for specific tRNAs and 5S rRNA at 55 °C overnight and the probe sequences were listed in Supplementary Table S5. Because of the high similar sequences between tRNA^Thr^(AGU) and tRNA^Thr^(CGU), one probe was designed to define both of them, and the probe was named tRNA^Thr^(AGU/CGU). The membrane was washed with washing buffer (0.1 M maleic acid, 0.15 M NaCl, pH7.5) twice for 15 min and blocked with 1× blocked reagent (0.1 M maleic acid, 0.15 M NaCl, 10% blocking reagent, pH7.5) for 30 min at room temperature. Then, it was incubated with anti-AP buffer (1× blocked reagent, 1:10,000 anti-digoxigenin-AP) for 1 h and washed twice. Finally, the membrane was treated with the CDP-Star, and imaged by the Amersham imager 680 system (GE, CA, USA).

### RNA-seq and bioinformatics analysis

Total RNA of the embryos at 36 hpf was extracted using the TRIzol reagent (Ambion; 15596018). RNA-seq libraries were constructed using the NEBNext UltraTM RNA Library Prep Kit for Illumna (New England Biolabs; E7530) and sequenced on an Illumina Hiseq4000 platform. The zebrafish reference genome (Danio_rerio.GRCz10.dna.toplevel.fa) and gene model annotation (Danio_rerio.GRCz10.91.chr.gtf.gz) files were downloaded from ENSEMBL. Hisat2 (version 2.0.5)^93^ was used to build the index of the reference genome and to align the clean reads to the reference genome. The read numbers mapped to each gene were counted and the FPKM of each gene was calculated with HTSeq (version 0.9.1)^94^. The human homologs of zebrafish genes were determined with the HomoloGene database (https://www.ncbi.nlm.nih.gov/homologene) and the reciprocal best hits strategy as described previously^95,96^. Hierarchical clustering and PCA were performed with Cluster (version 3.0)^97^ and the heatmap was presented with Java TreeView (version 1.1.6r4)^98^. GSEA^99^ was performed to identify regulated signaling pathways and to interpret gene expression patterns globally.

### RT-qPCR

RNA was extracted from embryos using TRIzol reagent (Ambion; 15596018). RNA was reverse transcribed using random hexamers and oligo(dT) primers. The SYBR Green Real-Time PCR Master Mix kit (TOYOBO; QPK-201) was used for the qPCR analysis on the ABI Prism 7900HT Sequence Detection System (Applied Biosystems). The relative expression values were normalized against the internal control *β-actin* (*actb1*) gene. Sequences of the PCR primers were listed in Supplementary Table S5.

### Immunoblot

The embryos were deyolked and the proteins were extracted by lysis buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1% NP-40, 0.25% sodium deoxycholate, 5 mM EDTA, 10% glycerol and 0.1% Triton X-100) containing appropriate protease inhibitors (Bimake; B14001) and phosphatase inhibitor cocktail (Bimake; B15001). The boiled protein samples were first analyzed by SDS-PAGE and Coomassie blue staining as a preliminary normalization^100^. Immunoblot analysis was performed with antibodies including anti-phospho-eIF2α (Ser51) (D9G8) XP rabbit monoclonal antibody (mAb) (Cell Signaling Technology; 3398), anti-eIF2α antibody (Cell Signaling Technology; 9722), anti-phospho-p70 S6 Kinase (Thr389) (108D2) Rabbit mAb (Cell Signaling Technology; 9234), anti-p70 S6 Kinase (49D7) Rabbit mAb (Cell Signaling Technology; 2708) and anti-β-actin mouse mAb (YEASEN; 30101ES60).

### Chemical treatment

Dechorionated embryos were treated with 1 μM SU5416 (Merck KGaA; 676487), 20 μM GSK2656157 (MedChemExpress; HY-13820), 10 μM GCN2-IN-1 (MedChemExpress; HY-100877), 10 μM GCN2iB (MedChemExpress; HY-112654), or 50 μM 4-Phenylbutyric acid (4-PBA) (Sigma Aldrich; P21005) from 24 to 54 hpf. To inhibit global protein translation, the embryos were treated with 360 μM CHX (Sigma-Aldrich; C7698). While 4-PBA was dissolved in water, the other chemicals were dissolved in Dimethyl sulfoxide (DMSO) (Sigma-Aldrich; D8418). The solvents, water or DMSO, were used as controls, respectively, and the final concentration of DMSO is 0.1%.

### OP-puro incorporation assay

The embryos, including WT, *tars*^−/−^, and those treated with CHX, were incubated with 5 mM OP-puro in egg water containing 15% DMSO for 25 min at 28.5 °C. As unstained controls, the WT embryos were also incubated with 15% DMSO in egg water in the same condition. The embryos were rinsed with egg water gently 3 times and further grown for 1 h. Then the embryos were deyolked and treated with 1 mg/mL collagenase IV (Gibco; 17104-019) for 30 min at 30 °C. The reaction was stopped with Fetal Bovine Serum (FBS) (Sigma-Aldrich; F2442), and the lysis products were centrifuged at 800× *g* for 5 min at 4 °C. The pellets were resuspended and washed twice with 10% FBS in PBS and filtered through a 40 μm cell-strainer (Falcon; 352235). The cell suspensions were fixed with 4% paraformaldehyde (Sigma-Aldrich; P6148) at 4 °C overnight. The fixed cells were washed with PBS and permeabilized in PBS supplemented with 0.05% Triton X-100 (Sigma-Aldrich; V900502) for 15 min at room temperature, followed by another wash with PBS supplemented with 0.05% Triton X-100 and 3% bovine serum albumin (BSA). Azide-alkyne reaction was performed using Click-iT Cell Reaction Buffer Kit (Life Technologies; C10269) according to the manufacture’s protocols. The azide was conjugated by Tetramethylrhodamine (Life Technologies; T10182) at a final concentration of 5 μM. DAPI (Beyotime Biotechnology; C1002) was also added at 5 μg/mL to stain the cell nucleus. After 30 min of reaction, the cells were washed twice with PBS supplemented with 0.05% Triton X-100 and 3% BSA and were subjected to flow cytometry analysis. For analysis of the “Mean OP-Puro fluorescence”, the fluorescence values per DAPI-positive cell were calculated.

### *atf4a/b* translation reporter assay

The 5′ regions of zebrafish *atf4a* (ZFIN ID: ZDB-GENE-040426-2340) and *atf4b* (ZFIN ID: ZDB-GENE-070928-23) mRNAs, including uORF1, partial uORF2, and the first 9-bp of the coding ORFs, were cloned into the pCS2^+^-EGFP vector to be fused with the *EGFP* ORF. Then, the *uORF-atf4a-EGFP* and *uORF-atf4b-EGFP* cassettes were inserted into the Tol2 transposon vector containing the *ubiquitin* promoter. For Tol2-mediated transient transgenesis, the Tol2 vectors (180 pg) and Tol2 transposase mRNA (90 pg) were injected as previously reported^62^ and the expression of EGFP was visualized with a fluorescence microscope.

### Quantification and statistical analysis

For quantitative angiogenic phenotype analysis, the ectopic branch points per ISV of the *tars*^−/−^ and sibling embryos were quantified, and all the values of each embryo, as well as their means ± SD, were presented as scatter plots in the Figures. For the RT-qPCR experiments, the data were presented as means ± SD of triplicate reactions. A two-tailed Student’s *t-*test was used for these statistical analyses with the GraphPad Prism 6 program, and *P* < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Information

## Data Availability

RNA-seq data are accessible through the Gene Expression Omnibus (GEO) accession code GSE130193.

## References

[1] Carmeliet P, Jain RK (2000). Angiogenesis in cancer and other diseases. Nature.

[2] Longchamp A (2018). Amino acid restriction triggers angiogenesis via GCN2/ATF4 regulation of VEGF and H2S production. Cell.

[3] Binet F, Sapieha P (2015). ER stress and angiogenesis. Cell Metab..

[4] Castranova D (2016). Aminoacyl-transfer RNA synthetase deficiency promotes angiogenesis via the unfolded protein response pathway. Arterioscler. Thromb. Vasc. Biol..

[5] Pakos-Zebrucka K (2016). The integrated stress response. EMBO Rep..

[6] Wek RC (2018). Role of eIF2alpha kinases in translational control and adaptation to cellular stress. Cold Spring Harb. Perspect. Biol..

[7] Dever TE (1992). Phosphorylation of initiation factor 2 alpha by protein kinase GCN2 mediates gene-specific translational control of GCN4 in yeast. Cell.

[8] Berlanga JJ, Santoyo J, De Haro C (1999). Characterization of a mammalian homolog of the GCN2 eukaryotic initiation factor 2alpha kinase. Eur. J. Biochem..

[9] Sood R, Porter AC, Olsen DA, Cavener DR, Wek RC (2000). A mammalian homologue of GCN2 protein kinase important for translational control by phosphorylation of eukaryotic initiation factor-2alpha. Genetics.

[10] Shi Y (1998). Identification and characterization of pancreatic eukaryotic initiation factor 2 alpha-subunit kinase, PEK, involved in translational control. Mol. Cell Biol..

[11] Harding HP, Zhang Y, Ron D (1999). Protein translation and folding are coupled by an endoplasmic-reticulum-resident kinase. Nature.

[12] Ranu RS, London IM (1976). Regulation of protein synthesis in rabbit reticulocyte lysates: purification and initial characterization of the cyclic 3’:5’-AMP independent protein kinase of the heme-regulated translational inhibitor. Proc. Natl Acad. Sci. USA.

[13] Chen JJ (1991). Cloning of the cDNA of the heme-regulated eukaryotic initiation factor 2 alpha (eIF-2 alpha) kinase of rabbit reticulocytes: homology to yeast GCN2 protein kinase and human double-stranded-RNA-dependent eIF-2 alpha kinase. Proc. Natl Acad. Sci. USA.

[14] Farrell PJ, Balkow K, Hunt T, Jackson RJ, Trachsel H (1977). Phosphorylation of initiation factor elF-2 and the control of reticulocyte protein synthesis. Cell.

[15] Meurs E (1990). Molecular cloning and characterization of the human double-stranded RNA-activated protein kinase induced by interferon. Cell.

[16] Ron, D. Translational control in the endoplasmic reticulum stress response. *J. Clin. Invest.***110**, 1383–1388 (2002).10.1172/JCI16784PMC15182112438433

[17] Harding HP (2003). An integrated stress response regulates amino acid metabolism and resistance to oxidative stress. Mol. Cell.

[18] Vattem KM, Wek RC (2004). Reinitiation involving upstream ORFs regulates ATF4 mRNA translation in mammalian cells. Proc. Natl Acad. Sci. USA.

[19] Kilberg MS, Shan J, Su N (2009). ATF4-dependent transcription mediates signaling of amino acid limitation. Trends Endocrinol. Metab..

[20] Han J, Kaufman RJ (2017). Physiological/pathological ramifications of transcription factors in the unfolded protein response. Genes Dev..

[21] Kultz D (2005). Molecular and evolutionary basis of the cellular stress response. Annu Rev. Physiol..

[22] Rothenburg, S., Georgiadis, M. M. & Wek, R. C. Evolution of eIF2α Kinases: Adapting Translational Control to Diverse Stresses. In: Hernández G, Jagus G, eds. Evolution of the Protein Synthesis Machinery and Its Regulation. Springer, 235–260 (2016).

[23] Dang Do AN, Kimball SR, Cavener DR, Jefferson LS (2009). eIF2alpha kinases GCN2 and PERK modulate transcription and translation of distinct sets of mRNAs in mouse liver. Physiol. Genomics.

[24] Ling J, Reynolds N, Ibba M (2009). Aminoacyl-tRNA synthesis and translational quality control. Annu. Rev. Microbiol..

[25] Schimmel P (2018). The emerging complexity of the tRNA world: mammalian tRNAs beyond protein synthesis. Nat. Rev. Mol. Cell Biol..

[26] Lounsbury KM, Francklyn CS (2016). Aminoacyl-transfer RNA synthetases: connecting nutrient status to angiogenesis through the unfolded protein response. Arterioscler. Thromb. Vasc. Biol..

[27] Guo M, Schimmel P (2013). Essential nontranslational functions of tRNA synthetases. Nat. Chem. Biol..

[28] Lo WS (2014). Human tRNA synthetase catalytic nulls with diverse functions. Science.

[29] Wek SA, Zhu S, Wek RC (1995). The histidyl-tRNA synthetase-related sequence in the eIF-2 alpha protein kinase GCN2 interacts with tRNA and is required for activation in response to starvation for different amino acids. Mol. Cell Biol..

[30] Dong J, Qiu H, Garcia-Barrio M, Anderson J, Hinnebusch AG (2000). Uncharged tRNA activates GCN2 by displacing the protein kinase moiety from a bipartite tRNA-binding domain. Mol. Cell.

[31] Harding HP (2019). The ribosomal P-stalk couples amino acid starvation to GCN2 activation in mammalian cells. Elife.

[32] Inglis AJ (2019). Activation of GCN2 by the ribosomal P-stalk. Proc. Natl Acad. Sci. USA.

[33] Peng X (2015). A point mutation of zebrafish c-cbl gene in the ring finger domain produces a phenotype mimicking human myeloproliferative disease. Leukemia.

[34] Jia XE (2015). Mutation of kri1l causes definitive hematopoiesis failure via PERK-dependent excessive autophagy induction. Cell Res..

[35] Jin SW, Beis D, Mitchell T, Chen JN, Stainier DY (2005). Cellular and molecular analyses of vascular tube and lumen formation in zebrafish. Development.

[36] Jin SW (2007). A transgene-assisted genetic screen identifies essential regulators of vascular development in vertebrate embryos. Dev. Biol..

[37] Villefranc JA (2013). A truncation allele in vascular endothelial growth factor c reveals distinct modes of signaling during lymphatic and vascular development. Development.

[38] Sankaranarayanan R (1999). The structure of threonyl-tRNA synthetase-tRNA(Thr) complex enlightens its repressor activity and reveals an essential zinc ion in the active site. Cell.

[39] Xu PF (2010). Setdb2 restricts dorsal organizer territory and regulates left-right asymmetry through suppressing fgf8 activity. Proc. Natl Acad. Sci. USA.

[40] Nasevicius A, Larson J, Ekker SC (2000). Distinct requirements for zebrafish angiogenesis revealed by a VEGF-A morphant. Yeast.

[41] Krige D (2008). CHR-2797: an antiproliferative aminopeptidase inhibitor that leads to amino acid deprivation in human leukemic cells. Cancer Res..

[42] Peng T, Golub TR, Sabatini DM (2002). The immunosuppressant rapamycin mimics a starvation-like signal distinct from amino acid and glucose deprivation. Mol. Cell Biol..

[43] Jousse C, Bruhat A, Ferrara M, Fafournoux P (1998). Physiological concentration of amino acids regulates insulin-like-growth-factor-binding protein 1 expression. Biochem. J..

[44] Vazquez de Aldana CR, Wek RC, Segundo PS, Truesdell AG, Hinnebusch AG (1994). Multicopy tRNA genes functionally suppress mutations in yeast eIF-2 alpha kinase GCN2: evidence for separate pathways coupling GCN4 expression to unchanged tRNA. Mol. Cell Biol..

[45] Qiu H (2000). Defects in tRNA processing and nuclear export induce GCN4 translation independently of phosphorylation of the alpha subunit of eukaryotic translation initiation factor 2. Mol. Cell Biol..

[46] Nakamura A, Kimura H (2017). A new role of GCN2 in the nucleolus. Biochem. Biophys. Res. Commun..

[47] Li Z, Vuong JK, Zhang M, Stork C, Zheng S (2017). Inhibition of nonsense-mediated RNA decay by ER stress. RNA.

[48] Masson GR (2019). Towards a model of GCN2 activation. Biochem. Soc. Trans..

[49] Brazeau JF, Rosse G (2014). Triazolo[4,5-d]pyrimidine derivatives as inhibitors of GCN2. ACS Med. Chem. Lett..

[50] Nakamura A (2018). Inhibition of GCN2 sensitizes ASNS-low cancer cells to asparaginase by disrupting the amino acid response. Proc. Natl Acad. Sci. USA.

[51] Atkins C (2013). Characterization of a novel PERK kinase inhibitor with antitumor and antiangiogenic activity. Cancer Res..

[52] Rubenstein, R. C., Egan, M. E. & Zeitlin, P. L. In vitro pharmacologic restoration of CFTR-mediated chloride transport with sodium 4-phenylbutyrate in cystic fibrosis epithelial cells containing delta F508-CFTR. *J. Clin. Invest.***100**, 2457–2465 (1997).10.1172/JCI119788PMC5084469366560

[53] Kubota K (2006). Suppressive effects of 4-phenylbutyrate on the aggregation of Pael receptors and endoplasmic reticulum stress. J. Neurochem..

[54] Liu J, Xu Y, Stoleru D, Salic A (2012). Imaging protein synthesis in cells and tissues with an alkyne analog of puromycin. Proc. Natl Acad. Sci. USA.

[55] Signer RA, Magee JA, Salic A, Morrison SJ (2014). Haematopoietic stem cells require a highly regulated protein synthesis rate. Nature.

[56] Fukui H, Hanaoka R, Kawahara A (2009). Noncanonical activity of seryl-tRNA synthetase is involved in vascular development. Circ. Res..

[57] Herzog W, Muller K, Huisken J, Stainier DY (2009). Genetic evidence for a noncanonical function of seryl-tRNA synthetase in vascular development. Circ. Res..

[58] Ni R, Luo L (2018). A noncanonical function of histidyl-tRNA synthetase: inhibition of vascular hyperbranching during zebrafish development. FEBS Open Bio.

[59] Stainier DYR (2017). Guidelines for morpholino use in zebrafish. PLoS Genet..

[60] Jin D (2017). Vegfa signaling regulates diverse artery/vein formation in vertebrate vasculatures. J. Genet. Genomics.

[61] Bold G (2000). New anilinophthalazines as potent and orally well absorbed inhibitors of the VEGF receptor tyrosine kinases useful as antagonists of tumor-driven angiogenesis. J. Med. Chem..

[62] Gao L (2015). TopBP1 governs hematopoietic stem/progenitor cells survival in zebrafish definitive hematopoiesis. PLoS Genet..

[63] Jeong SJ (2019). A threonyl-tRNA synthetase-mediated translation initiation machinery. Nat. Commun..

[64] Liang D (1998). Cloning and characterization of vascular endothelial growth factor (VEGF) from zebrafish, *Danio rerio*. Biochim. Biophys. Acta.

[65] Lawson ND, Vogel AM, Weinstein BM (2002). Sonic hedgehog and vascular endothelial growth factor act upstream of the Notch pathway during arterial endothelial differentiation. Dev. Cell.

[66] Carroll KJ (2014). Estrogen defines the dorsal-ventral limit of VEGF regulation to specify the location of the hemogenic endothelial niche. Dev. Cell.

[67] Genthe JR, Clements WK (2017). R-spondin 1 is required for specification of hematopoietic stem cells through Wnt16 and Vegfa signaling pathways. Development.

[68] Hotamisligil GS, Davis RJ (2016). Cell signaling and stress responses. Cold Spring Harb. Perspect. Biol..

[69] Tahmasebi S, Khoutorsky A, Mathews MB, Sonenberg N (2018). Translation deregulation in human disease. Nat. Rev. Mol. Cell Biol..

[70] Cao Y (2013). Angiogenesis and vascular functions in modulation of obesity, adipose metabolism, and insulin sensitivity. Cell Metab..

[71] Donato AJ, Machin DR, Lesniewski LA (2018). Mechanisms of dysfunction in the aging vasculature and role in age-related disease. Circ. Res..

[72] Mohler K, Ibba M (2017). Translational fidelity and mistranslation in the cellular response to stress. Nat. Microbiol..

[73] Antonellis A, Green ED (2008). The role of aminoacyl-tRNA synthetases in genetic diseases. Annu. Rev. Genomics Hum. Genet..

[74] Meyer-Schuman R, Antonellis A (2017). Emerging mechanisms of aminoacyl-tRNA synthetase mutations in recessive and dominant human disease. Hum. Mol. Genet..

[75] Park SG, Schimmel P, Kim S (2008). Aminoacyl tRNA synthetases and their connections to disease. Proc. Natl Acad. Sci. USA.

[76] Hao S (2005). Uncharged tRNA and sensing of amino acid deficiency in mammalian piriform cortex. Science.

[77] Kondratyev M, Avezov E, Shenkman M, Groisman B, Lederkremer GZ (2007). PERK-dependent compartmentalization of ERAD and unfolded protein response machineries during ER stress. Exp. Cell Res..

[78] Leitman J (2014). Herp coordinates compartmentalization and recruitment of HRD1 and misfolded proteins for ERAD. Mol. Biol. Cell.

[79] Chen Y (2018). A threonyl-tRNA synthetase-like protein has tRNA aminoacylation and editing activities. Nucleic Acids Res..

[80] Kim K (2013). Reinvestigation of aminoacyl-tRNA synthetase core complex by affinity purification-mass spectrometry reveals TARSL2 as a potential member of the complex. PLoS ONE.

[81] Park SJ, Ahn HS, Kim JS, Lee C (2015). Evaluation of multi-tRNA synthetase complex by multiple reaction monitoring mass spectrometry coupled with size exclusion chromatography. PLoS ONE.

[82] Zhou XL (2019). Newly acquired N-terminal extension targets threonyl-tRNA synthetase-like protein into the multiple tRNA synthetase complex. Nucleic Acids Res..

[83] Xu X (2012). Unique domain appended to vertebrate tRNA synthetase is essential for vascular development. Nat. Commun..

[84] Lin CY (2013). MiR-1 and miR-206 target different genes to have opposing roles during angiogenesis in zebrafish embryos. Nat. Commun..

[85] Shi Y (2014). tRNA synthetase counteracts c-Myc to develop functional vasculature. Elife.

[86] Mirando AC (2015). Aminoacyl-tRNA synthetase dependent angiogenesis revealed by a bioengineered macrolide inhibitor. Sci. Rep..

[87] Cao Z, Wang H, Mao X, Luo L (2016). Noncanonical function of threonyl-tRNA synthetase regulates vascular development in zebrafish. Biochem. Biophys. Res. Commun..

[88] Wang M (2016). Wars2 is a determinant of angiogenesis. Nat. Commun..

[89] Fu CY, Wang PC, Tsai HJ (2017). Competitive binding between Seryl-tRNA synthetase/YY1 complex and NFKB1 at the distal segment results in differential regulation of human vegfa promoter activity during angiogenesis. Nucleic Acids Res..

[90] Liu DJ (2020). setd2 knockout zebrafish is viable and fertile: differential and developmental stress-related requirements for Setd2 and histone H3K36 trimethylation in different vertebrate animals. Cell Discov..

[91] Zhou XL, Zhu B, Wang ED (2008). The CP2 domain of leucyl-tRNA synthetase is crucial for amino acid activation and post-transfer editing. J. Biol. Chem..

[92] Zeng QY (2019). The G3-U70-independent tRNA recognition by human mitochondrial alanyl-tRNA synthetase. Nucleic Acids Res..

[93] Pertea M, Kim D, Pertea GM, Leek JT, Salzberg SL (2016). Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nat. Protoc..

[94] Anders S, Pyl PT, Huber W (2015). HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics.

[95] Song HD (2004). Hematopoietic gene expression profile in zebrafish kidney marrow. Proc. Natl Acad. Sci. USA.

[96] Sun XJ (2008). Genome-wide survey and developmental expression mapping of zebrafish SET domain-containing genes. PLoS ONE.

[97] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns. Proc. Natl Acad. Sci. USA.

[98] Saldanha AJ (2004). Java Treeview-extensible visualization of microarray data. Bioinformatics.

[99] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[100] Zhang MM (2019). Destabilization of AETFC through C/EBPalpha-mediated repression of LYL1 contributes to t(8;21) leukemic cell differentiation. Leukemia.

How the deposited data were processed for this re-analysis (not part of the article)

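RNA from zebrafish embryos at 36 hpf was sequenced in 6 libraries, 1 per condition: sibling and *tars*-/- embryos, each as a control, with *gcn2* MO and with *perk* MO. The authors aligned clean reads to GRCz10 with Hisat2 (version 2.0.5) and counted reads on Ensembl genes with HTSeq (version 0.9.1). The paper's text does not name the strand setting, the handling of reads with several alignments or the filter behind the clean reads. The authors deposited the read count of each gene without normalization and its FPKM, which was the count divided by gene length and by the number of reads counted on genes, with a relative deviation of at most 5e-06. The deposited counts were the basis of all values except the FPKM of *eif2s1a* and *eif2s1b*.

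Of the 34326 genes in the files, 29515 had a count in at least 1 library and 19194 had a mean of at least 1 CPM over the 6 libraries. In the files 633 genes carried no symbol. Of all identifiers, 26803 were in the table of gene names used to match symbols that the files do not give. *mdp1* is named from that table. The total number of reads counted on genes was 39551625 in the sibling control, 35379354 in siblings with *gcn2* MO, 29949451 in siblings with *perk* MO, 35457623 in *tars*-/- control, 32161970 in *tars*-/- with *gcn2* MO and 47516784 in *tars*-/- with *perk* MO. The 20 most abundant genes of each library took between 14.4% and 16.2% of its reads. Ratios between 2 libraries have 95% exact Clopper-Pearson intervals given the library totals, which cover counting error only and not the spread between embryos.

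Counts were converted to CPM by library totals, and log2 ratios were taken after adding 0.5 CPM. For gene lists, the median log2 ratio is given with a 95% binomial interval over genes and with its percentile among 10000 random lists of the same size, matched on mean abundance in 20 bins. In a test on simulated data for *tars*-/- control minus sibling control with 19194 genes, a list of 40 genes changed by a log2 ratio of 1 gave a median of 0.932, 5.5% of 200 unchanged lists lay outside the central 95% of random lists, and the intervals covered the simulated median in 97.0%. Counts of genes at least 2-fold apart use no test. Genes raised in *tars*-/- control were followed in the *gcn2* MO and *perk* MO pairs and against 100 simulations with a biological coefficient of variation of 0.073, estimated from the closest pair of libraries, in which the morpholino had no effect. PCA was run on gene-centred log2 CPM of the 127 genes of the AAR and UPR lists, with 500 resamplings of genes. The genotype effect averaged over the 3 injection states was tested with the quasi-likelihood test of edgeR 4.0.16 with TMM factors and injection state as a covariate, at a Benjamini-Hochberg adjusted p of 0.05. On simulated data for that comparison, with 19194 genes of which 200 were changed, 99.5% of the changed genes were recovered with 8 false calls. The simulated biological coefficient of variation was 0.1, against 0.223 estimated from the data. The simulated changes were also the same in all 3 injection states, so this recovery does not carry over to the data. The other tools were R 4.3.3, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

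The gene lists (AAR, cytosolic and mitochondrial aminoacyl-tRNA synthetases, Perk-, Ire1- and Atf6-associated UPR, RNA degradation, p53 targets, interferon response, lens differentiation, cell cycle and muscle contractile genes), the comparisons and the alternatives were set before the data were examined, but after the figures of the paper had been seen. Supplementary Tables S1–S4 were not at hand. *irf1b* was dropped from the interferon list after its identifier was found under another symbol in the files. Single genes were named by a rule also set then: every gene the text or the axis of Fig. 2h names, the mutated gene, the eIF2α kinases and *actb1*, the 5 largest rises and 5 largest falls in *tars*-/- control against sibling control among genes with a mean of at least 5 CPM and the same direction in all 3 pairs, the 5 largest rises and falls in siblings with *perk* MO with the same minimum, and the extremes of lists. *mdm2*, *rsrp1*, *irf3* and the genes near *tars* were named after their values had been seen.

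The alternatives tried were TMM factors, DESeq2 size factors, pseudocounts of 0.1 and 2 CPM, no filter beyond 1 count, a minimum of 5 CPM, list means, UPR lists with the shared genes, thresholds of 1.5-fold and 4-fold, PCA on all genes, with scaled genes and with each library left out of the axis fit, and, for the averaged genotype effect, DESeq2's test, no filter, no covariate and each pair left out. Thinning to equal depth, leaving out the 20 most abundant genes and removing the trend over gene length were added after the data had been seen. Neighbours of *tars* were taken from the RefSeq gene table of GRCz12tu, which is not the build of the files, so no positions are given. Not analysed here are the gene coding for Gcn2 and *tars2*, which were not matched, the enrichment analysis with the original gene sets, and all experiments other than RNA-seq.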

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

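The tests of a response to injection of varying strength, of exchanged labels, of a shared preparation batch, of the kinase acting in each genotype of a p53 response to injection and of depth for the p53 list were chosen only after the result was seen, as were the rules for genes that set a pair of libraries apart and for opposite effects. The tests of depth, abundant genes and gene length were also chosen only after the closest pair was seen, with what each would show written down before it was run. The test of genes linked to *tars* was set before its result was seen.

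A pair of libraries that the paper does not compare directly, *tars*-/- with *gcn2* MO and siblings with *perk* MO, differed 2-fold in 67 genes, the fewest among 15 pairs, although the embryos differ in genotype and in the morpholino. The next closest pair, *tars*-/- control and *tars*-/- with *perk* MO, differed in 246. Fig. 2f also places the pair side by side for the AAR and UPR genes. The pair stayed the closest with both scaling alternatives, both pseudocounts, no filter and a minimum of 5 CPM. Depth, abundant genes and gene length are not its source: the pair differed in 75 genes after thinning all libraries to equal totals, in 80 with the 20 most abundant genes left out and in 73 with the trend over gene length removed, where the next pair differed in 263, 263 and 242 genes. Across 13683 genes with a mean of at least 5 CPM, the effect of *gcn2* MO in *tars*-/- correlated with the effect of *perk* MO in siblings at a Pearson's r of 0.761 (Spearman's rho 0.691) and with that of *gcn2* MO in siblings at 0.525 (0.471). The effect of *perk* MO in *tars*-/- correlated with that of *gcn2* MO in siblings at 0.660 (0.569) and with that of *perk* MO in siblings at 0.438 (0.351). Genes are not independent replicates, and these are 4 of 9 relations computed.

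A response to injection that differs in strength alone, along 1 axis, may account for much of this but not for all of it, since 7 genes were at least 2-fold beyond the other 4 libraries in both *tars*-/- with *perk* MO and siblings with *gcn2* MO, while 0 genes set apart either pair that shares a morpholino. The 7 genes include *rsrp1*, at 44.1 and 45.5 CPM there and between 163 and 241 CPM elsewhere. An exchange of the morpholino labels between the 2 injected libraries of 1 genotype remains open: the difference between *gcn2* MO and *perk* MO in *tars*-/- correlated across genes with that in siblings at −0.675, where like effects of each morpholino would give a positive value. This value follows largely from the closeness of the pair, so it does not decide. The values do not say in which genotype such an exchange would lie, and the *eif2ak3* counts do not identify the morpholino. The paper reports that *gcn2* knockout, but not *perk* knockout, lowered Atf4 reporters in *tars*-/- embryos. It also reports that *gcn2* MO lowered activated genes by RT-qPCR and suppressed the rise of eIF2α protein there. These experiments go with the *tars*-/- labels as given, but they do not identify the libraries sequenced. A preparation batch shared by the pair also stays open, since genes for 5.8S rRNA were at 57.43 CPM in *tars*-/- with *gcn2* MO and 56.26 CPM in siblings with *perk* MO, against 6.80 to 13.45 CPM in the other 4 libraries, but no batch is recorded and batch and condition cannot be told apart. The biological explanation given by the design, that each morpholino removes the kinase acting in that genotype, is open as well. The paper proposes that eIF2α phosphorylated by each kinase functions differently. Its model therefore need not predict a fall of AAR genes in siblings with *perk* MO. Such a fall would follow if Perk drove these genes there, and no fall was seen. The AAR median there was 0.20, at percentile 99.93 of the random lists, so it lay above theirs. Its interval of −0.07 to 0.44 spans 0, but 18 of 20 cytosolic synthetase genes rose there, with a median of 0.60 (0.25 to 0.70), and 8 of 9 shared genes, with a median of 0.45 (0.14 to 1.03). These values go against such a fall, and do not test the rest of the paper's model. In siblings with *perk* MO, the Perk list without the shared genes had a median of 0.12 at percentile 93.82. Those of the Ire1 and Atf6 lists were −0.15 and −0.19, at percentiles 3.63 and 9.86. Each lay within the central 95% of random lists. All these values come from 1 library compared with 1 control. With *gcn2* MO in siblings, the AAR median was −0.20 (−0.365 to 0.001, percentile 0.02), with 15 of 42 genes higher. The cytosolic synthetases had a median of 0.10 there (0.005 to 0.193), with 15 of 20 genes higher. These lists differ in direction, so basal AAR activity in siblings stays unknown and the explanation stays open.

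The p53 target list, which the paper discusses for *tars*-/- with *gcn2* MO and siblings with *perk* MO, also lay above random lists in the other 2 injected libraries. Its median log2 ratio was 0.34 in *tars*-/- with *perk* MO (95% interval over genes 0.11 to 0.51, percentile 100) and 0.14 in siblings with *gcn2* MO (0.00 to 0.52, percentile 99.69). Depth is not the source in 3 of the injected libraries, where the list stayed at percentile 99.95 or above after all libraries were thinned to equal totals. In siblings with *gcn2* MO the list fell to percentile 96.58 after thinning, within the central 95% of random lists, so depth stays open there. A response to injection whichever kinase is targeted was not tested apart from the pattern itself and stays open. *mdm2* was 8.04-fold higher in siblings with *perk* MO (7.55 to 8.58) and 1.99-fold higher in siblings with *gcn2* MO (1.84 to 2.14). It was 6.57-fold higher in *tars*-/- with *gcn2* MO (6.18 to 6.99) and 1.69-fold higher in *tars*-/- with *perk* MO (1.58 to 1.81). A difference in dose or toxicity between injections, an effect of losing each kinase and an exchange of labels remain open, and whether the controls were injected is not named in the paper's text. The list also lay at percentile 99.99 in *tars*-/- control against the sibling control, with a median of 0.105 whose interval, −0.026 to 0.272, spans 0. Whether any of the signal arises without injection cannot be told from this, since the controls may have been injected. Depth was not tested for that comparison.

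Of 37 genes at least 2-fold higher in *tars*-/- than in siblings in all 3 pairs, 3 lie among the 100 nearest neighbours of *tars* in the RefSeq table, namely *dmrt1*, *hmgcra* and *si:ch211-204c21.1*, which the paper does not discuss. With each table entry used once, 16155 of 19194 genes and 32 of the 37 were placed. As many were found in 0.366% of windows of equal size centred on other genes, where the median was 0 and the most was 3. Those windows include ones that overlap the window of *tars*. Some may hold the same 3 genes, and the share away from *tars* may be lower. A variant haplotype linked to the *tars* mutation may therefore account for these 3 genes. A response of these genes to the loss of Tars was not tested and stays open, and their levels were low, from 1.09 to 16.9 CPM. The other placed genes lie outside this window.

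For some named genes the effect of a morpholino had opposite signs in the 2 genotypes, each beyond counting error. The difference was not tested, because there is 1 library per condition. With *gcn2* MO this held for 5 of 41 named genes. Their log2 ratios in *tars*-/- and in siblings were 0.09 and −0.51 for *atf4b*, −0.51 and 0.10 for *eif2s1b*, −0.42 and 0.24 for *mars*, −2.72 and 0.65 for *arg2* and −3.69 and 1.54 for *BX649245.1*. The *atf4b* ratio in *tars*-/- changed sign under TMM and DESeq2 scaling, so its 2 effects were not opposite there.

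With *perk* MO the signs were opposite for 13 of 41 named genes. The log2 ratios in *tars*-/- and in siblings were −0.14 and 0.42 for *tars*, 0.25 and −0.26 for *eif2ak3*, 0.86 and −0.88 for *eif2ak2*, −0.53 and 0.48 for *atf3*, −0.07 and 0.34 for *atf4a*, −0.17 and 1.03 for *atf4b* and −0.49 and 1.02 for *ddit3*. They were −0.35 and 0.62 for *gadd45ab*, 0.06 and −0.08 for *sars*, −0.15 and 0.31 for *actb1*, −0.42 and 1.24 for *arg2*, −0.26 and 0.47 for *stc2a* and 1.99 and −4.37 for *BX649245.1*. Under DESeq2 scaling the *sars* effects were no longer opposite. An exchange of labels in 1 genotype could produce such signs for *BX649245.1*, whose effects in the 2 genotypes match across the morpholinos, but the correlation of −0.675 given above does not decide this. An exchange may not be the whole source for *arg2*, which rose in siblings with either morpholino and fell in *tars*-/- with either. But *arg2* was named for its rise between the 2 controls, and chance errors of those libraries would favour this pattern. A genotype-dependent effect of each kinase, which the design names, was not tested.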

How the results depend on the processing

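All alternatives in this part were set before the data were examined, except the thinning, the omission of the 20 most abundant genes and the removal of the length trend, which were chosen only after the result was seen and left the closest pair of libraries at 75, 80 and 73 genes. Of the recomputed main values, 258 stayed within their interval or within 1.5 times their count, 56 moved beyond it, 4 were counts of genes for the averaged genotype effect that rose from 0, and 2 reversed. Unless a construction is named, the cause was not tested.

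The AAR medians kept their direction in *tars*-/- control against sibling control (1.36 to 1.60) and with *gcn2* MO in *tars*-/- (−1.07 to −0.87) under both scalings, both pseudocounts, both filters and the list mean, as did the cytosolic synthetase medians (1.09 to 1.25 and −0.56 to −0.43). The p53 medians stayed positive in the 4 injected libraries, with the lowest value, 0.08, in siblings with *gcn2* MO. The AAR median with *perk* MO in *tars*-/- ranged from −0.08 to 0.01, around 0. For the UPR lists in *tars*-/- control, the Perk list had a mean of 0.10, the Ire1 median was −0.035 with TMM and −0.043 with DESeq2 factors, and the Atf6 median was −0.003 with TMM. The RNA degradation median was 0.053 with TMM and 0.044 with DESeq2 factors in *tars*-/- control, and −0.088 and −0.094 in *tars*-/- with *perk* MO. As measured, the median of all genes was −0.11 in *tars*-/- control against sibling control and 0.05 with *perk* MO in *tars*-/-.

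The counts of genes 2-fold apart depend on the pseudocount, the filter and the threshold, which by construction change how many low-count genes can pass. With a pseudocount of 0.1 CPM the counts were 488 for *tars*-/- control against sibling control, 414 for *perk* MO in *tars*-/-, 540 for *gcn2* MO in siblings and 202 for *tars*-/- with *gcn2* MO against siblings with *perk* MO. With 2 CPM they were 179 for the controls, 575 for *gcn2* MO and 120 for *perk* MO in *tars*-/-, 167 and 860 in siblings, 291 and 568 between the genotypes with *gcn2* MO and with *perk* MO, and 14 for *tars*-/- with *gcn2* MO against siblings with *perk* MO. With a minimum of 5 CPM they were 206, 666, 133, 200, 957, 330, 651 and 18, in the same order. With a threshold of 1.5-fold they were 1614, 4061, 1594, 1981, 4581, 2661, 3731 and 759. Without the filter, the last pair differed in 144 genes. Genes raised 4-fold kept a median difference between genotypes of 1.09 with *gcn2* MO and 2.60 with *perk* MO. For genes raised 2-fold these were 0.70 and 1.33. The selection used the control pair, which shares no library with these pairs, so it does not fix the larger values by construction.

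In the PCA, using all genes gave PC1 52.8% and PC2 20.7% of the variance. The PC1 position of *tars*-/- with *gcn2* MO became −11400% and that of *tars*-/- with *perk* MO −3070%, because the controls that define the scale scored 31.83 and 31.23 on PC1. The PC2 shifts by *perk* MO were then 39.7% in siblings and 30.5% in *tars*-/-. Those by *gcn2* MO were 30.6% in siblings and −18.7% in *tars*-/-, a change of sign counted above as reversed. PC2 of all genes orders the libraries differently from PC2 of the lists, so the shifts are not on the same axis. On PC1 of all genes, *perk* MO moved siblings from 31.83 to −43.13 and *tars*-/- from 31.23 to 12.87. *gcn2* MO moved siblings to 3.87 and *tars*-/- to −36.66 on PC1. With genes scaled to unit variance, PC1 took 43.3% and PC2 31.4%, and the PC1 positions were 95.1% and 7.69%. With each library left out of the axis fit, the PC2 share ranged from 8.78% (without *tars*-/- with *gcn2* MO) to 18.0% (without *tars*-/- with *perk* MO). The PC1 position of *tars*-/- with *gcn2* MO ranged from 64.1% to 73.4%. The PC2 shift by *perk* MO in siblings ranged from 77.7% (without the sibling control) to 100%. The shift by *gcn2* MO in *tars*-/- ranged from 49.6% (without the sibling control) to 91.7% (without siblings with *perk* MO) and was 53.1% without siblings with *gcn2* MO. The shift by *gcn2* MO in siblings ranged from −17.4% (without the sibling control) to 19.4%, and that by *perk* MO in *tars*-/- from −10.4% to 17.6%, both around 0.

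The averaged genotype effect gave 0 genes with edgeR at an adjusted p of 0.05 and 669 at an unadjusted p of 0.05, with a smallest adjusted p of 0.106. It gave 191 genes with DESeq2, 2 without the filter and 0 without the covariate. With each pair left out it ranged from 0 (without the control pair) to 285 (without the *gcn2* MO pair), and it was 133 without the *perk* MO pair. Leaving out a pair leaves 2 libraries per genotype. On simulated data with a biological coefficient of variation of 0.1, the comparison recovered 99.5% of changed genes, and the spread estimated here was 0.223. The reason for the count of 0 was not tested.

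Of 520 recomputed ratios of named genes, 402 stayed within counting error, 111 moved beyond it, and 7 reversed a direction that had been beyond counting error. The reversals were small log2 ratios in *tars*-/-: *atf4b* with *gcn2* MO (−0.023 with TMM, −0.019 with DESeq2 factors), *actb1* with *gcn2* MO (−0.036 and −0.032), *igfbp1a* with *perk* MO (−0.002 and −0.008) and *sars* with *perk* MO (−0.003 with DESeq2 factors). The largest shift by a scaling was 0.12 and the largest by a pseudocount 1.68. Depth limits ratios of genes with few reads, such as those with between 5 and 50 reads in the sibling control that rose most with *perk* MO.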

Differences from the paper's values

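In the PCA of the AAR and UPR genes, PC1 took 80.6% of the variance here, and the paper's value is about 48% in Fig. 2f, read by eye. PC2 took 12.5% here, and the paper's value is about 27% in the same panel. Among the alternatives set before the data were examined, the shares lie within 1.5 times the paper's with genes scaled to unit variance (43.3% and 31.4%) and with all genes (52.8% and 20.7%), and for PC2 alone with the axes fitted without *tars*-/- with *perk* MO (18.0%). They stay apart with TMM or DESeq2 factors, pseudocounts of 0.1 and 2 CPM, no filter, a minimum of 5 CPM and the other libraries left out. The paper's gene lists were not at hand.

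For RNA degradation, the paper states that the gene set was enriched among genes raised by Perk knockdown in normal embryos. Here the list median in siblings with *perk* MO was 0.09 at percentile 96.93, in the paper's direction but within the central 95% of random lists, with a list and a statistic that differ from the paper's. The paper finds no enrichment for Gcn2 knockdown or for the mutant, and here those medians were also within the central 95%, at percentiles 35.6 and 86.78. For *gadd45ab*, the paper states that it was raised in *tars*-/- with Gcn2 knockdown. Here it was at 0.876 of the *tars*-/- control (0.779 to 0.984), while relative to the sibling control it was 2.17-fold higher (1.88 to 2.51), and *cdkn1a* and *gadd45aa* were higher than in either control.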

Other observations

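The comparison of the averaged genotype effect with other splits of the libraries was a test chosen only after the result was seen, and the other lists in this part were set before the data were examined.

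For the count of 0 genes for the genotype effect averaged over the 3 injection states, other splits of the libraries say nothing about chance. With a count of 0, each of the 10 splits of the 6 libraries into 3 and 3 has at least as many genes, so the 10 of 10 found was fixed in advance.

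In *tars*-/- control against sibling control, the 36 lens differentiation genes had a median log2 ratio of −0.34 (95% interval over genes −0.79 to −0.08), below the 10000 random lists, with 7 of them at least 2-fold lower. Relative to the control of the same genotype, the medians were −0.50 with *gcn2* MO (−0.69 to −0.11) and −0.48 with *perk* MO (−0.66 to 0.04) in siblings, and −0.13 (−0.26 to 0.22) and −0.32 (−0.54 to −0.18) in *tars*-/-. Genes moved both ways, with 4 genes 2-fold up and 2 down, and a mean of 0.13, in *tars*-/- with *gcn2* MO, and 7 up and 5 down in siblings with *perk* MO. The 10 interferon response genes had a median of 0.26 (−0.28 to 2.18) at percentile 99.85, with 3 of them at least 2-fold higher. *irf3*, named after its values were seen, was 12.2-fold higher in *tars*-/- control than in sibling control (7.59 to 20.6), from 0.480 CPM. The interferon median was also above the random lists' central 95% with *perk* MO in *tars*-/- (0.60, percentile 99.99) and between genotypes with *perk* MO (0.39, percentile 97.69). The 27 cell cycle genes had a median of −0.11 at percentile 23.89 between the controls and of −0.26 at percentile 0.01 between genotypes with *gcn2* MO, the only 1 of the 7 comparisons set beforehand outside the central 95%. The 31 muscle contractile genes had a median of 0.02 at percentile 93.05 between the controls. Their median was −0.23 at percentile 0.04 with *gcn2* MO in *tars*-/-, −0.22 at percentile 0.41 with *perk* MO in siblings and 0.16 at percentile 99.48 between genotypes with *perk* MO. No explanation of these values was tested.

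*eif2ak1*, another eIF2α kinase gene, was 1.87-fold higher in *tars*-/- control than in sibling control (1.71 to 2.04) and was lower than in the control of the same genotype in each of the 4 injected libraries. The ratio in *tars*-/- was 0.532 with *gcn2* MO (0.484 to 0.585) and 0.724 with *perk* MO (0.671 to 0.782), and in siblings 0.628 (0.559 to 0.705) and 0.771 (0.687 to 0.864). *eif2ak2* was at 0.586 of the sibling control (0.409 to 0.831). *actb1* was 1.07-fold higher (1.07 to 1.08). *vegfab* was 1.53-fold higher (1.35 to 1.73). In siblings, the AAR median was −0.20 with *gcn2* MO, at percentile 0.02 of the random lists, and the median of the cytosolic synthetases was 0.60 with *perk* MO and 0.10 with *gcn2* MO.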
